# The Effects of Ivermectin on *Brugia malayi* Females *In Vitro*: A Transcriptomic Approach

**DOI:** 10.1371/journal.pntd.0004929

**Published:** 2016-08-16

**Authors:** Cristina Ballesteros, Lucienne Tritten, Maeghan O’Neill, Erica Burkman, Weam I. Zaky, Jianguo Xia, Andrew Moorhead, Steven A. Williams, Timothy G. Geary

## Abstract

**Background:**

Lymphatic filariasis and onchocerciasis are disabling and disfiguring neglected tropical diseases of major importance in developing countries. Ivermectin is the drug of choice for mass drug administration programs for the control of onchocerciasis and lymphatic filariasis in areas where the diseases are co-endemic. Although ivermectin paralyzes somatic and pharyngeal muscles in many nematodes, these actions are poorly characterized in adult filariae. We hypothesize that paralysis of pharyngeal pumping by ivermectin in filariae could result in deprivation of essential nutrients, especially iron, inducing a wide range of responses evidenced by altered gene expression, changes in metabolic pathways, and altered developmental states in embryos. Previous studies have shown that ivermectin treatment significantly reduces microfilariae release from females within four days of exposure *in vivo*, while not markedly affecting adult worms. However, the mechanisms responsible for reduced production of microfilariae are poorly understood.

**Methodology/Principal Findings:**

We analyzed transcriptomic profiles from *Brugia malayi* adult females, an important model for other filariae, using RNAseq technology after exposure in culture to ivermectin at various concentrations (100 nM, 300 nM and 1 μM) and time points (24, 48, 72 h, and 5 days). Our analysis revealed drug-related changes in expression of genes involved in meiosis, as well as oxidative phosphorylation, which were significantly down-regulated as early as 24 h post-exposure. RNA interference phenotypes of the orthologs of these down-regulated genes in *C*. *elegans* include “maternal sterile”, “embryonic lethal”, “larval arrest”, “larval lethal” and “sick”.

**Conclusion/Significance:**

These changes provide insight into the mechanisms involved in ivermectin-induced reduction in microfilaria output and impaired fertility, embryogenesis, and larval development.

## Author Summary

Lymphatic filariasis and onchocerciasis are tropical diseases caused by infections with parasitic nematodes. Resulting chronic diseases can be strongly blinding and disfiguring, and contribute to an entrenched cycle of poverty in affected populations. Ivermectin is one of the pivotal drugs used to control these infections. The mechanism of antifilarial action of the drug is incompletely resolved. It kills circulating larval stages (microfilariae), but only reversibly sterilizes adult worms without killing them. Our limited understanding of the involved mechanisms hampers treatment optimization and sustainability of the efficacy of the drug, and investigations into its pharmacology are of paramount importance. Working with *Brugia malayi* adult females, we employed RNA sequencing and bioinformatics analyses to identify genes for which expression levels changed as a result of exposure to the drug *in vitro*. Ivermectin exposure altered the expression of genes that are likely to function in the *B*. *malayi* female reproductive system even at the lowest concentration tested. Through several biological pathways, genes involved in meiosis were particularly affected. These findings provide some insight into the mechanisms involved in ivermectin-induced reduction in microfilaria output and impaired fertility, embryogenesis, and larval development.

## Introduction

Lymphatic filariasis (LF) is caused by the transmission of *Wuchereria bancrofti*, *Brugia malayi*, and *Brugia timori* by infected mosquitos and is endemic in 60 countries, mainly in subtropical and tropical regions, with over 120 million people infected [1]. Onchocerciasis (river blindness) is caused by *Onchocerca volvulus* and afflicts 25 million people in 24 countries, mainly in Sub-Saharan Africa [2]. Long-running control and elimination programs aim to reduce transmission of both infections by mass drug administration (MDA) of microfilaricidal drugs and to alleviate suffering and disability in onchocerciasis patients [3, 4].

The macrocyclic lactones (ML) are a class of broad-spectrum anthelmintic drugs which include the avermectins and milbemycins (e.g., ivermectin (IVM) and moxidectin, respectively) [5]. Although similar in structure, they differ in pharmacokinetics and dynamics as well as physicochemical properties [6, 7]. These drugs have been extensively used in veterinary medicine for the treatment or prevention of nematode infections and ectoparasite infestations. In human medicine, IVM is one of the three mainstay drugs in the LF global elimination program [8] and is the only drug used in onchocerciasis MDA campaigns [2]. IVM is predominantly microfilaricidal, the killing effect on adults being only moderate and requiring repeated treatment cycles over several years [9].

IVM pseudo-irreversibly activates nematode and arthropod glutamate-gated chloride channels (GluCls), resulting in hyperpolarization of neurons and pharyngeal muscle cells, leading to paralysis of movement and pharyngeal pumping, and ultimately starvation of the worm [10–12]. Treatment results in a dramatic reduction in microfilaria (mf; first-stage larvae (L1) production by adult female filariae, but the mechanisms involved are not understood. GluCl expression in *B*. *malayi* mf was localized to a muscle structure surrounding the excretory-secretory (ES) vesicle, suggesting that release of proteins was regulated by GluCls (14). In the same study, IVM exposure resulted in a significant reduction of protein release, possibly preventing the secretion of proteins that allow evasion of the host’s immune system [13]. Recently, the *B*. *malayi* GluCl gene *avr*-14 was found to be highly expressed in reproductive tissues and embryos, suggesting an involvement of GluCls in gamete production and embryogenesis which may account for the sterilizing effect observed in adult filarial worms treated with IVM [14]. Our limited understanding of IVM’s mode of action on adult filarial worms hampers treatment optimization and sustainability of the efficacy of this drug, and investigations into its pharmacology are of paramount importance.

We used adult female *B*. *malayi*, a well-characterized model of filarial infections, to study the time-dependent transcriptomic changes induced by exposure to IVM *in vitro*. We performed two separate studies: 100 nM IVM exposure for up to 72 h, and 300 nM and 1 μM for up to 5 days, to gain insight into the mechanisms which underlie the drug-induced long-term sterility of adult females and subsequent reduction of mf in skin or blood of treated patients. The drug concentrations used in this present study have previously been tested on adult *B*. *malayi* females *in vitro* [15] and have also been tested in *C*. *elegans* [7]. The rationale for using the lowest concentration (100 nM) in the first study was to expose worms to a concentration similar to plasma levels detected in humans after administration of a dose typically used in MDA [16–18]. It is recommended that *in vitro* experimental analyses of drug effects include concentrations higher than the maximal blood/plasma concentration achieved in an animal [19]. We therefore tested higher IVM concentrations in a second phase. These results allowed us to also compare our results with those previously observed in *B*. *malayi* at these concentrations.

## Materials and Methods

### Ethics statement

All animal procedures were approved by the University of Georgia, Institutional Animal Care and Use Committee, and complied with U.S. Department of Agriculture's regulations (USDA Assurance No. A3437-01)

### Parasites and study designs

Adult male jirds (*Meriones unguiculatus*) were infected subcutaneously with ≈400 infective *B*. *malayi* larvae (L_3_). After a minimum of 90 days post-infection (ranging from 3 to 6 months), jirds were euthanized by exposure to CO_2_ and adult worms were collected from the peritoneal cavity via lavage.

### Study design

#### First study

Female worms from three individual jird hosts were randomly assigned to 15 groups (9 untreated and 6 exposed to 100 nM IVM) of 10 worms each. The study design consisted of 4 time points (before drug exposure, 24, 48, and 72 h). Three technical replicates were used before drug exposure and duplicates for the remaining conditions (Fig 1).

**Fig 1:**
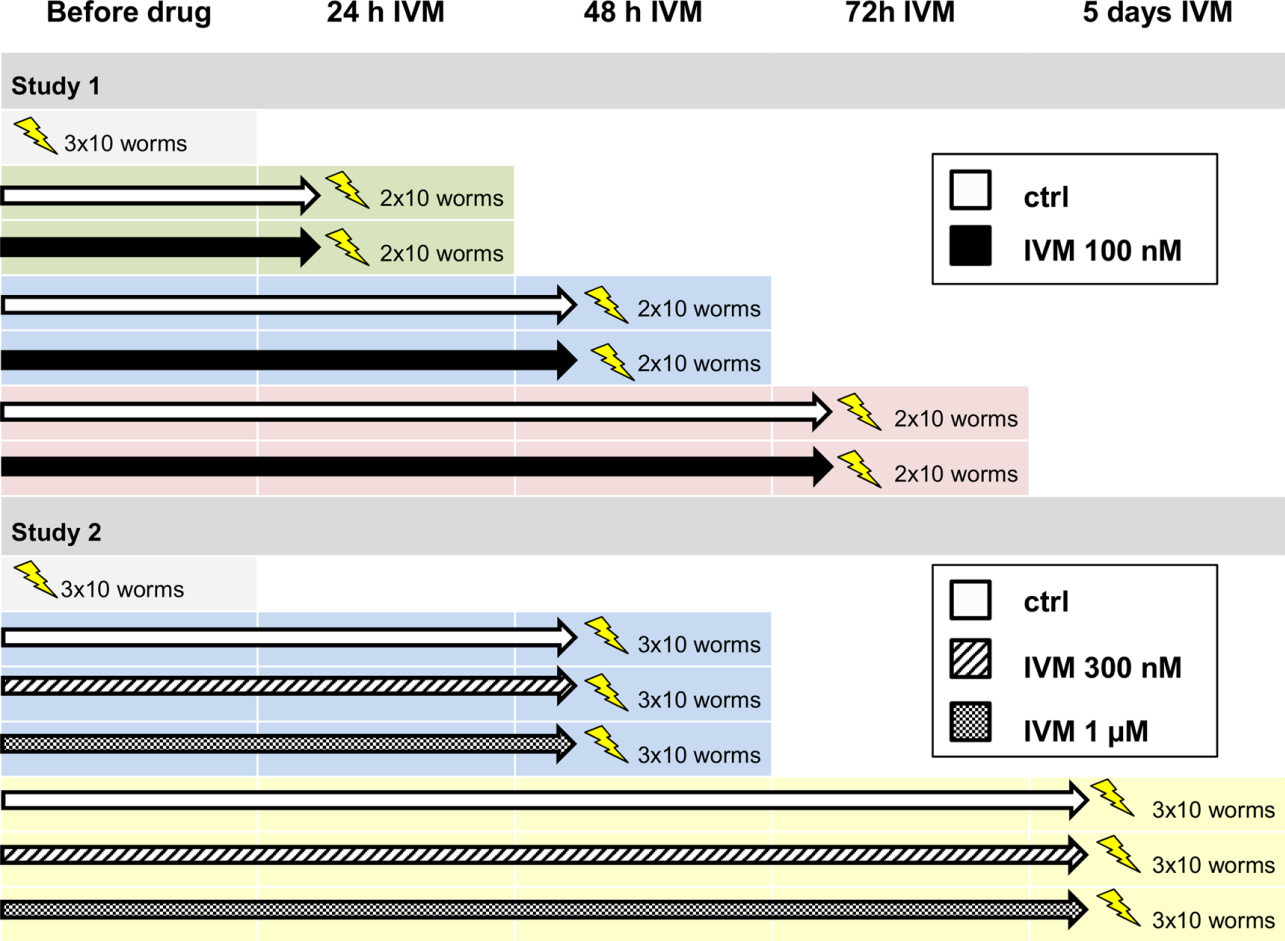
Study design. At each time point, two or three groups of 10 worms were washed, flash-frozen (represented by lightning bolt) and used for RNA extraction. IVM: ivermectin.

#### Second study

Female worms from three individual jird hosts were randomly assigned to 21 groups (9 untreated, 6 exposed to 300 nM IVM, and 6 exposed to 1 μM IVM) of 10 worms each. The study design consisted of 3 time points (before drug exposure, 48 h and 5 d). Three technical replicates were used for each condition (Fig 1).

For both studies, worms were collected from jirds at the NIH-NIAID Filariasis Research Reagent Resource Center (FR3) at the University of Georgia and separated by sex. Worms were then shipped overnight in separate tubes of 15 ml culture media containing RPMI-1640 (BioWhittaker Classic Cell Culture Media, Lonza Walkersville Inc.) and 1% v/v gentamycin (gentamycin solution, 10 mg/ml Sigma Aldrich Inc.) to McGill University for further analysis. The separate studies were conducted several months apart.

Upon arrival at McGill, the first group (before drug exposure) was thoroughly washed several times in PBS and flash-frozen in liquid N_2_ for RNA extraction.

Remaining worms were incubated 1 worm per well of a 6-well plate (Costar) containing 6 ml RPMI 1640 (Sigma-Aldrich) supplemented with 10% v/v heat-inactivated fetal bovine serum (Sigma-Aldrich, F1051), 5% penicillin/streptomycin (Sigma–Aldrich P4333) and 2% v/v gentamycin (Gibco, 15750–060). Worms were cultured for another 24, 48, or 72 h (first study) and 48 h or 5 days (second study) at 37°C, 5% CO_2_ with or without exposure to IVM (Sigma-Aldrich I8898) at 100 nM (study 1), 300 nM or 1 μM (study 2). Control wells contained 0.1% v/v DMSO. On a daily basis, 3 ml of culture media (with or without drug at the different concentrations) in each well was replaced with fresh media.

### RNA extraction

RNA extraction was performed as described previously [20]. Briefly, live worms were washed several times with PBS; immotile worms were excluded from the study. RNA was extracted from 5 to 8 worms per group using nuclease-free reagents. On ice, 125 μl 0.1X Tris-EDTA (TE) buffer, pH 8.0 (Ambion, Life Technologies, Burlington, ON) and 375 μl Trizol LS reagent (Ambion) were added to each tube. Worm extracts were obtained by conducting three cycles of flash-freezing in liquid N_2_ followed by crushing of worms using plastic pestles. One-hundred (100) μl chloroform was added to each sample in a 1.5 ml Eppendorf tube, which was vortexed and incubated 3 min at room temperature. The extracts were transferred to phase-lock gel heavy tubes (5 PRIME, Gaithersburg, MD) and centrifuged at 11,900 x *g* at 4°C for 15 min for phase separation. The aqueous phase (approximately 150 μl) was transferred to fresh 1.5 ml Eppendorf tubes and mixed with 250 μl ice-cold isopropanol. RNA was precipitated by centrifugation at 12,200 x *g* at 4°C for 30 min followed by an overnight incubation at -20°C. Pellets were washed twice with 80% EtOH, allowed to dry and resuspended in 50 μl 0.1X TE prior to heating at 55°C for 10 min. Total RNA was purified and concentrated on columns (RNeasy Min-Elute Cleanup Kit, Qiagen, Valencia, CA). Samples were treated with DNase (Ambion DNA-free Kit, Life Technologies, AM1906, Burlington, ON) according to the manufacturer’s instructions to remove contaminating DNA. Assessment of RNA concentration and purity was done by spectrophotometry (NanoDrop 1000, Wilmington, DE) and RNA samples were shipped overnight on dry ice to the NIH-FR3 (Molecular Division) at Smith College (Northampton, MA) for cDNA library preparation and Illumina sequencing. RNA concentration, purity and integrity were precisely measured using the Qubit RNA BR Assay Kit (Life Technologies, Q10210, Burlington, ON) and on an Agilent 2100 Bioanalyzer (Santa Clara, CA).

### cDNA library preparation and Illumina sequencing

Messenger RNA was isolated with a NEBNext Poly (A) mRNA Magnetic Isolation Module (New England Biolabs, E7490). The enriched mRNA served as template for cDNA library preparation with a NEBNext Ultra RNA Library Prep Kit Illumina (NEB, E7530) and NEBNext Multiplex Oligos for Illumina (Index Primer 1–12) (NEB, E7600) following the manufacturer’s instructions. Assessment of quality, concentration and size of the cDNA, was performed for each library using a Qubit 2.0 Fluorometer (Life Technologies, Q32866), Qubit dsDNA BR assay kit (Life Technologies, Q32850), High Sensitivity DNA Analysis Kit (Agilent, 5067–4626) and Agilent 2100 Bioanalyzer. cDNA libraries were sequenced on an Illumina MiSeq Platform employing a 150 base pair paired-end NGS setting. Sequencing data were uploaded and stored in BaseSpace (https://basespace.illumina.com) for subsequent analysis.

## Data analysis

### RNA sequencing analysis

Procedures for data analysis were previously described [20]. Unaligned raw sequencing data (fastq) files were downloaded to the Mason-Galaxy platform hosted at Indiana University (http://galaxy.iu.edu/) [21, 22]. Raw sequence data were first processed using Fastq Groomer (v 1.0.4) to convert file format to Fastq Sanger format and quality scores were verified using FastQC (version 0.52). Based on quality statistics, sequences were trimmed from both the 5’ and 3’ ends using Fastq Quality Trimmer (v 1.0.0) and Trim Galore (v 0.2.8.1). Mapping of gapped reads to the *B*. *malayi* reference genome (ftp://ftp.wormbase.org/pub/wormbase/species/b_malayi/sequence/genomic/b_malayi.PRJNA10729.WS243.genomic.fa.gz) was performed with Tophat2 (v 0.6) and RNA sequencing metrics were retrieved using Picard tools (Table 1). Picard alignment summary metrics (http://broadinstitute.github.io/picard/) were generated from BAM files using SAM/BAM Alignment Summary Metrics (version 1.56.0) tool. The read count table was then generated by counting the number of reads per gene feature with HTSeq-count (version 1.0.0) [23] using the union mode to handle reads covering more than one feature and default settings for all other parameters. Differential gene expression analysis between time points and drug concentrations was realized in edgeR (version 3.10.5) [24] through the web interface provided by NetworkAnalyst (http://networkanalyst.ca) [25, 26]. To correct for different library sizes and reduce RNA compositional effects, read counts for gene features were normalized in edgeR using the trimmed mean of M-values (TMM) method [27]. The empirical Bayes method based on weighted conditional maximum likelihood was employed to estimate tagwise (gene-specific) dispersion values [28]. Once negative binomial models were fitted and dispersion values estimated, the exact test was used for pairwise differential expression testing between treated and untreated groups. Significance was set as an experiment-wide false discovery rate (FDR) <0.20 (after the Benjamini-Hochberg method [29]). After filtering, gene lists for each pairwise comparison were imported into Microsoft Excel for further analysis.

**Table 1:** Picard alignment summary metrics. Summary of the sequencing and mapping of the data to the *B*. *malayi* transcriptome.

	Time point	Concentration	Total # Transcripts	Ave Total # Reads	Ave Total # Reads Mapped	Ave Total # High Quality Reads Mapped	% High Quality Reads Mapped
**Study 1**	**24 h**	IVM (100 nM)	10691	3537601	3537500	2990362	84.53
		Control	10511	2765626	2765551	2364245	85.49
	**48 h**	IVM (100 nM)	10086	2513891	2513834	2145661	85.35
		Control	10214	2957918	2957831	2519799	85.19
	**72 h**	IVM (100 nM)	10705	3875640	3874592	3380930	87.24
		Control	10428	3081545	3081499	2683543	87.09
**Study 2**	**48 h**	IVM (300 nM)	10087	2091222	2091198	1710598	81.80
		IVM (1 μM)	10177	2212133	2212085	1757015	79.43
		Control	10328	2808908	2808880	2325764	82.80
	**5 d**	IVM (300 nM)	9959	1799180	1799161	1456538	80.96
		IVM (1 μM)	9837	1798183	1798159	1426230	79.32
		Control	10250	2464701	2464671	2017612	81.86

Common dispersion, which provides information on the overall variability across the genome for a dataset, and Biological Coefficients of Variation (BCV) were calculated; BCV plots were generated using the edgeR Bioconductor package (version 3.12.0) [24].

#### Bioinformatics analysis of the sequence data

From lists of retained genes for each comparison, the Wormbase Gene ID was used to retrieve the primary corresponding sequence ID of the gene from Wormbase (http://www.wormbase.org/) and the UniProt accession number [30]. Protein coding sequences from Wormbase were used in BLASTn in order to find the closest *B*. *malayi* gene hit and attribute a GenBank ID and annotation to each gene. Gene Ontology (GO) terms [31] were obtained when available from nematode.net (v 4.0; http://nematode.net/NN3_frontpage.cgi) [32, 33]. Enriched GO terms and KEGG/Panther pathways were retrieved and analyzed using WebGestalt (WEB-based Gene SeT AnaLysis Toolkit) [34]. Pathways and GO terms were considered significantly enriched when FDR<0.05. Since many DE genes detected in this study were uncharacterized or not annotated yet had orthologs which could be identified in the *Caenorhabditis elegans* genome, we used the Uniprot accession numbers of the *C*. *elegans* orthologs of *B*. *malayi* differentially expressed (DE) genes for enrichment analysis, accepting hits with a minimal E-value of 1*10^−20^ and using the Blast-based Reciprocal Best Hit (RBH) strategy for identifying orthologs [35, 36]. RNA interference (RNAi) phenotypes associated with the *C*. *elegans* orthologs of down-regulated genes at 48 h with 100 nM IVM exposure involved in reproduction, embryo and larval development were retrieved from www.wormbase.org. A hypergeometric test was performed to determine which phenotypes in this dataset were significantly enriched when compared with their overall occurrence in the *C*. *elegans* RNAi dataset. P-values were corrected for multiple testing using the Benjamini-Hochberg method (1995) with a level of significance of q<0.05.

## Results

### Sequencing and mapping

Table 1 displays the total number of transcripts obtained for each sample in both studies and the number of sequence reads for each cDNA library. On average for study 1 (100 nM IVM), 85.82% of the high quality sequence reads were mapped to the *B*. *malayi* transcriptome after removal of ambiguous sequence matches (Table 1). Gene mapping fluctuated from 1 to 58487 sequence read(s) per gene. 

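For the second study, the counts of 17 libraries were analysed. They came from adult females that were left untreated or cultured in 300 nM or 1 μM IVM and collected after 48 h or 5 days. Each group held 3 libraries, except 1 μM at 5 days, which held 2. Each library was made from the worms of its own group, to which females from the same jirds had been randomly assigned, and the paper calls such replicates technical. The worms collected before exposure were not analysed here. The authors sequenced poly(A) mRNA, trimmed the reads, aligned them to the WormBase genome with Tophat2 and counted them on genes with HTSeq-count in union mode. They deposited these counts without normalization. The paper describes paired-end sequencing and the library labels single-end sequencing, so it is not known whether a count stands for a read or a pair. Between 986138 and 3091177 counts per library fell on the 12037 genes of the table. The median total at 48 h was 1192425 for untreated worms, 1329789 at 300 nM and 1230955 at 1 μM, and at 5 days 1274647, 1084067 and 1114066. Genes with at least 1 count numbered 10328 ± 461 (SD, n = 3) in untreated worms at 48 h and 10250 ± 225 (SD, n = 3) at 5 days. The numbers were 10087 ± 303 (SD, n = 3) and 9959 ± 178 (SD, n = 3) at 300 nM, and 10177 ± 152 (SD, n = 3) and 9837 ± 74.2 (SD, n = 2) at 1 μM. The largest count on a gene was 27507 among the libraries exposed to IVM (Bm3564) and 38771 among the untreated ones (Bm126). Counts were normalized with TMM within each comparison, and 2 groups were compared with edgeR's quasi-likelihood test over the genes with at least 10 counts summed over the libraries compared. A gene was called at a Benjamini-Hochberg FDR under 0.20, the paper's threshold. Values per gene are given as CPM after TMM with their SD, and as log2 fold-change against untreated worms with its standard error (SE). Intervals on counts and limits for a count of 0 cover counting error only. Genes carry the identifiers of the deposited table, and symbols such as Bma-srp-2 come from the reference table of assembly B_malayi-4.0, which holds 9317 of them.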

On average for study 2 (300 nM and 1 μM IVM), 81.03% of the high quality sequence reads were mapped to the *B*. *malayi* transcriptome after removal of ambiguous sequence matches, and gene mapping fluctuated from 1 to 27507 sequence read(s) per gene (Table 1). In study 1, 93.28–95.79% of reads aligned in pairs to a transcript; in study 2, 90.43–93.52% of reads aligned in pairs.

BCV values ranged from 17 to 27% in the first study and 15 to 35% in the second study (S3 Table). 

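For the second study, the BCV of each comparison with untreated worms was taken as the square root of edgeR's common dispersion over the genes tested. It was 35.7% at 300 nM and 31.9% at 1 μM after 48 h (3 libraries against 3), and 18.0% at 300 nM (3 against 3) and 20.4% at 1 μM (2 against 3) after 5 days. The paper's own BCV values in S3 Table are 0.350, 0.304, 0.152 and 0.180 in that order.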

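Leaving out 1 library moved the BCV of the second study more than any change of filter, normalization or estimator that was tried. At 48 h, the BCV of the 300 nM comparison was 15.2% without 300 nM replicate C and at most 40.6%, reached without untreated replicate A. That of the 1 μM comparison was 18.5% without 1 μM replicate A and at most 35.9%, reached without untreated replicate B. At 5 days it stayed between 16.5% and 18.8% at 300 nM and between 17.1% and 22.5% at 1 μM. Taking the replicate letter as a block gave a BCV of 0.204 at 300 nM for 5 days, above the range with a library left out. The difference between the time points was not tested.

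**Figure D1:**
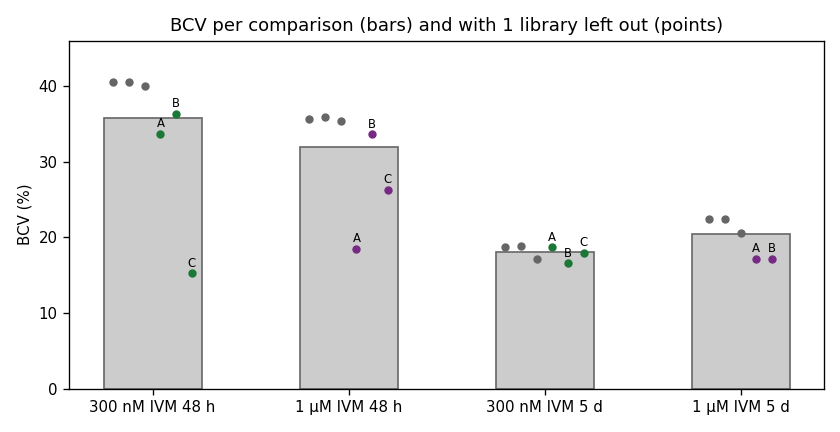
BCV in percent (vertical axis) of the 4 comparisons with untreated worms in the second study. Bars give the value over all libraries and points the value with each library left out, which at 48 h reach down to 15.2% at 300 nM and 18.5% at 1 μM.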

BCV plots show that the BCV values in the first study tended to increase over time and are shown in S1A–S1C Fig. In the second study, the BCV values were higher at the 48 h time point than at 5 days for both IVM concentrations.

We used gene expression levels from untreated (control) worms at each time point as a baseline to identify genes with differential expression after exposure to IVM in each sample. Pairwise comparisons revealed 15 (100 nM, 72 h) to 421 (100 nM, 48 h) DE genes (Table 2, S1 Table). 

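In the second study, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 9848 genes at 300 nM and 0 of 9888 at 1 μM after 48 h. After 5 days it called 0 of 9631 genes at 300 nM and 5 of 9427 at 1 μM, 1 of them higher and 4 lower. Unadjusted p was under 0.05 for 1098 and 372 genes at 48 h and for 353 and 994 genes at 5 days, where chance alone gives 492, 494, 482 and 471. edgeR's exact test with tagwise dispersion, which is the paper's test, called 99, 0, 11 and 273 genes in the same order, and DESeq2 called 76, 0, 2 and 112. In 25 simulations of unchanged groups against the same untreated libraries, with genes drawn independently, the exact test called 198 to 380 genes at 300 nM and 191 to 368 at 1 μM at 48 h and 0 to 12 and 0 to 15 at 5 days, and the quasi-likelihood test 12 to 104 and 9 to 115 at 48 h and 0 to 2 and 0 to 1 at 5 days. At 48 h these simulated numbers exceed the real ones for both tests, so they cannot serve as a chance level there. Leaving out 1 library moved the numbers of the quasi-likelihood test most, except at 300 nM for 5 days. There, dropping the filter on low counts gave 31 genes. At 48 h, 1692 genes were called at 300 nM without 300 nM replicate A and 599 without 300 nM replicate C, and 1000 at 1 μM without 1 μM replicate C. After 5 days, the numbers at 300 nM were 1, 2 and 3 without untreated replicate A, B and C, and 18 without 300 nM replicate B. For the 1 μM comparison at 5 days, no gene was called by this test without untreated replicate A or B, 45 were called without untreated replicate C, 864 without 1 μM replicate A and 53 without 1 μM replicate B. In those last 2 fits, the remaining 1 μM library was assumed to vary like the untreated ones.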

Between 20.59 and 65.15% of DE genes could be assigned GO terms, while similar proportions had a *C*. *elegans* ortholog.

**Table 2:** Numbers of differentially expressed genes over time after IVM exposure in culture.

	100 nM IVM			300 nM IVM		1 μM IVM	
	24 h	48 h	72 h	48 h	5 d	48 h	5 d
Total DE genes	34	421	15	132	68	147	271
Total DE genes up-regulated	21	141	2	14	24	136	74
Total DE genes down-regulated	13	280	13	118	44	11	197
Sequences with GO terms*	7	178	9	86	29	49	160
Sequences with *C*. *elegans* ortholog	7	257	9	92	37	64	186

*GO terms were provided by Nematode.net V.4 [33]. IVM: ivermectin; DE: differentially expressed

### Transcriptomic profiles of worms exposed to IVM

The greatest overlap of DE genes was seen between the 300 nM and 1 μM groups, with 66 dysregulated genes. 

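Over both time points of the second study, the quasi-likelihood test called 0 genes at 300 nM and 5 at 1 μM, and 0 at both concentrations. The exact test called 107 genes at 300 nM and 273 at 1 μM, of which 44 were called at both, and DESeq2 called 20 at both. Without the filter on low counts, 26 genes were called at both by the exact test and 18 by the quasi-likelihood test. Of the 44 genes of the exact test, 0 were called at both concentrations at 48 h and 7 at 5 days, and of the 20 of DESeq2, 0 and 0. The others were called at 300 nM for 48 h and at 1 μM for 5 days, against different untreated libraries. In the simulations of unchanged groups, the exact test called up to 80 genes at both concentrations at 48 h and up to 1 at 5 days. Since these simulations called more genes at 48 h than the real data, the 80 cannot serve as a chance level. The overlap across the time points was not simulated.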

When comparing the overlap of DE genes from the first and second study, only 5 genes were found to overlap across the 3 concentrations, with 10 genes in common between the 100 nM and 300 nM groups and 20 genes in common between the 100 nM and 1 μM groups. GO term enrichment showed that 5 of these genes were enriched in “structural molecule activity” molecular function (GO:0005198; FDR = 0.009). Five genes were common to all three IVM treatments (Bm8439 and Bm4605 (two collagens), Bm9776, Bm6450, and Bm9380). 

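Bm8439 (Bma-col-45) had 104 ± 93.7 (SD, n = 3) CPM at 1 μM for 48 h and 25.2 ± 2.53 (SD, n = 3) CPM in untreated worms, a log2 fold-change of 2.06 (SE 0.62). The SD at 1 μM exceeded the difference between the groups, and the FDR was 0.902 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without 1 μM replicate C the FDR of this test was 0.0623 (Benjamini-Hochberg), and over all alternatives it ranged from 0.00377 to 1.00. After 5 days at 300 nM, Bm8439 had 285 ± 125 (SD, n = 3) CPM against 162 ± 71.2 (SD, n = 3) CPM, a log2 fold-change of 0.80 (SE 0.29) with an FDR of 1.00 by the same edgeR quasi-likelihood test and adjustment (Benjamini-Hochberg). Without the filter on low counts, its FDR at 5 days was 0.00526 (Benjamini-Hochberg), within a range over the alternatives from 0.00526 to 1.00. Collagens form a multigene family, and what reads shared between its members do to these counts was not tested, so values of a single member are uncertain.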

Bm9380 is a serpin precursor (Bm-spn-2) and was significantly up-regulated in both studies (100 nM 72 h; 300 nM and 1 μM 5 days; log_2_ fold-changes 1.37–2.57). 

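Bm9380 (Bma-srp-2) had 88.8 ± 23.2 (SD, n = 3) CPM at 300 nM for 5 days and 33.1 ± 14.0 (SD, n = 3) CPM in untreated worms. Every exposed library lay above every untreated one, an order that chance gives in 10% of such groups in either direction. That share holds for a gene fixed in advance, and the paper chose Bm9380 partly on these same libraries. The paper also reports it as up-regulated in the first study, which was not analysed here. The log2 fold-change was 1.37 (SE 0.28) and the FDR 0.237 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The FDR of this test (Benjamini-Hochberg) was 0.0327 without untreated replicate C and 0.142 without 300 nM replicate B, and it was 0.0259 in the exact test and 0.0953 in DESeq2, within a range over the alternatives from 7.70e-05 to 1.00. After 5 days at 1 μM, replicate A had 37.9 CPM and replicate B 236 CPM, against 32.0 ± 13.1 (SD, n = 3) CPM in untreated worms. The log2 fold-change of 2.05 (SE 0.51) had an FDR of 0.210 by the same edgeR quasi-likelihood test (Benjamini-Hochberg). This log2 fold-change was 0.20 without 1 μM replicate B. Without 1 μM replicate A it was 2.81. The quasi-likelihood FDR (Benjamini-Hochberg) was 0.193 without untreated replicate C. Over all alternatives the FDR ranged from 7.07e-08 to 0.993, with 0.0288 in the exact test and 0.417 in DESeq2, which did not call the gene.

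**Figure D2:**
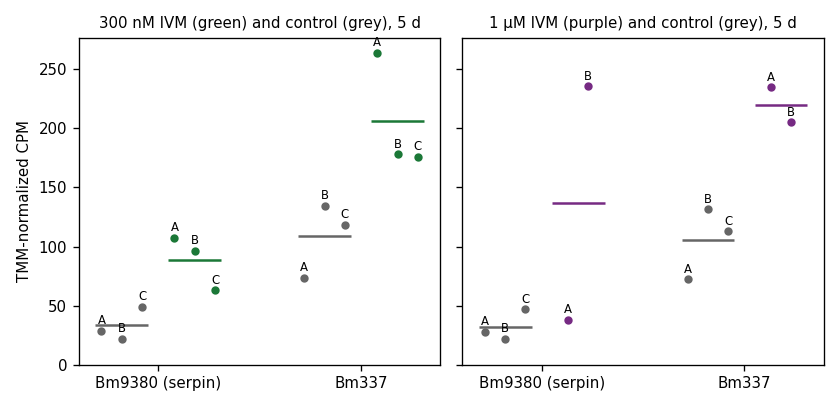
CPM of Bm9380 and Bm337 per library (vertical axis) in untreated worms and worms exposed for 5 days, with 300 nM in one panel and 1 μM in the other. For Bm9380 at 1 μM, the libraries lie at 37.9 and 236 CPM.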

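Bm9776, which the reference table lists without a gene name, was higher in exposed than in untreated worms in 3 comparisons of the second study and was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in none of them. After 48 h at 300 nM it had 90.9 ± 57.7 (SD, n = 3) CPM against 25.2 ± 7.84 (SD, n = 3) CPM, a log2 fold-change of 1.82 (SE 0.46, FDR 0.419, Benjamini-Hochberg). At 300 nM for 5 days it had 104 ± 26.1 (SD, n = 3) CPM against 49.4 ± 12.4 (SD, n = 3) CPM, a log2 fold-change of 1.05 (SE 0.23, FDR 0.352, Benjamini-Hochberg). At 1 μM for 5 days it had 110.0 ± 87.3 (SD, n = 2) CPM against 47.9 ± 11.3 (SD, n = 3) CPM, a log2 fold-change of 1.18 (SE 0.39, FDR 0.326, Benjamini-Hochberg), with an SD at 1 μM above the difference. The quasi-likelihood FDR at 48 h (Benjamini-Hochberg) was 0.152 without 300 nM replicate A and 0.0320 without 300 nM replicate C, within a range over the alternatives from 0.0166 to 0.755. The same FDR for 300 nM at 5 days was 0.122 without untreated replicate C, within a Benjamini-Hochberg range from 0.00183 to 1.00. That for 1 μM at 5 days was 0.00521 without 1 μM replicate A, within a Benjamini-Hochberg range from 0.00521 to 0.996, and without 1 μM replicate B the log2 fold-change was -0.0074. By the exact test the Benjamini-Hochberg FDR was 0.0584, 0.0570 and 0.176 in the same order.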

Bm9776 encodes a hypothetical protein and was also significantly up-regulated at four time points between both studies (log_2_ fold-changes 1.06–1.85). Lastly, Bm6450 is annotated as a GTPase activating protein for Arf containing protein and was found to be down-regulated across three different time points between both studies (log_2_ fold-changes -1.06 to -1.43).

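Bm6450 (Bma-cnt-2) had 45.2 ± 3.49 (SD, n = 3) CPM at 300 nM for 48 h and 96.5 ± 3.36 (SD, n = 3) CPM in untreated worms. Its log2 fold-change was -1.10 (SE 0.26), with an FDR of 0.419 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 1 μM for 5 days it had 48.5 ± 1.08 (SD, n = 2) CPM against 102 ± 17.3 (SD, n = 3) CPM, a log2 fold-change of -1.06 (SE 0.25) with an FDR of 0.210 by the same edgeR quasi-likelihood test (Benjamini-Hochberg). Both differences exceeded the SD of either group. Leaving out 1 library changed the call at both times, to an FDR (Benjamini-Hochberg) of 0.152 without 300 nM replicate A and 0.00631 without 300 nM replicate C at 48 h and of 0.193 without untreated replicate C and 0.0874 without 1 μM replicate A at 5 days. Over the alternatives, the FDR ranged from 0.00631 to 0.755 at 48 h and from 0.0292 to 0.993 at 5 days (Benjamini-Hochberg), with 0.194 and 0.0292 in the exact test.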

#### Study 1: Transcriptomic profiles of worms exposed to 100 nM IVM

At 100 nM IVM, 460 DE genes were identified across all time points. Worms exposed to 100 nM IVM for up to 72 h showed the largest change in their transcriptome profiles at 48 h post-exposure (421 DE genes), at which time 67% of those genes were down-regulated (S1 Table, Table 2). Among them, a dynein light chain type 1 family protein, Bm8648, was down-regulated (log_2_ fold-change: -1.46), as well as Bm14080 (log_2_ fold-change: -1.51). A cytidine deaminase (Bm4230) was the gene most down-regulated at the 48 h and 72 h time points (log_2_ fold-change: -5.21 and -6.90, respectively), while the most prominently up-regulated gene in study 1 was Bm8966 (hypothetical protein; log_2_ fold-change: 6.91; 72 h 100 nM). To cite only a few interesting dysregulated genes at 48 h or 72 h, *Bma-nep-1*, a neprilysin (Bm7419, log_2_ fold-change: -3.92), 6 enzymes involved in oxidative phosphorylation (Bm6047, Bm3783, Bm3758, Bm5403, Bm10539, Bm2497; log_2_ fold-changes between -0.85 and -1.53), and inositol-1 (Bm11145; log_2_ fold-change: -4.48) were among down-regulated genes. Eight DE genes overlapped across the 24 h and 48 h time points (among them, a kinesin light chain protein 2 (Bm9032), up-regulated at 24 h (log_2_ fold-change: 2.10) but then significantly down-regulated by 72 h (-3.23 log_2_ fold-change); only one common DE gene was found at both 48 h and 72 h. One DE gene was shared between 24 h and 72 h (but not with 48 h).

Exposure to 100 nM also resulted in the significant down-regulation (-1.16 to -2.83 log_2_ fold) of five cuticle collagens at all time points.

Gene Ontology enrichment analysis of the 100 nM (48 h) dataset revealed significant enrichment of genes with GO terms associated with “growth” (GO:0040007; FDR = 2.03e-08), “locomotion” (GO:0040011; FDR = 2.99e-07) and developmental processes which included “embryo development” (GO:0009790; FDR = 1.07e-06), “embryo development ending in birth or egg hatching” (GO:0009792; FDR = 1.07e-06) and “nematode larval development” (GO:0002119; FDR = 1.07e-06), with 63–91 genes enriched in these categories. Table 3 shows the distribution of the most enriched GO terms at 100 nM IVM exposure for 48 h, for which reproductive processes (reproduction, embryo development and larval development) were statistically overrepresented in the dataset. RNAi phenotypes which were significantly overrepresented in the down-regulated genes dataset compared with their overall abundance in the *C*. *elegans* RNAi phenotype dataset in Wormbase are shown in Fig 2 and S4 Table (FDR < 0.05; hypergeometric test). The most commonly observed RNAi phenotype is “embryonic lethal”. Over 81% of down-regulated genes involved in reproduction were associated with an embryonic lethal RNAi phenotype, while 62% were linked to a larval arrest phenotype. At the 24 h time point, no significantly enriched biological processes or molecular functions were noted. “Cytoskeleton” was the greatest enriched cell component term (GO:0005856; FDR = 0.007).

**Fig 2:**
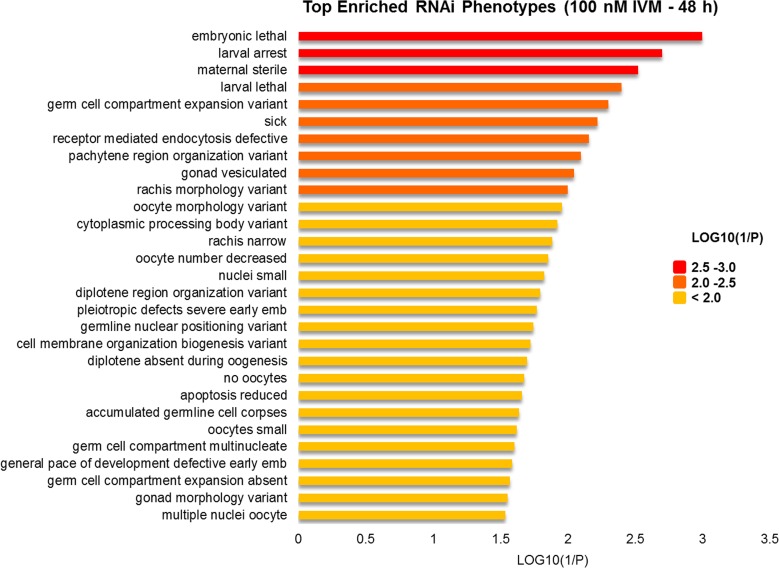
Top RNAi phenotypes enriched in reproductive processes after 48 h exposure to 100 nM IVM. The listed enriched phenotypes obtained were based on Gene Ontology analysis of *C*. *elegans* orthologs of DE genes. These phenotypes were significantly overrepresented compared with their overall abundance in the *C*. *elegans* RNAi phenotype dataset in Wormbase. Statistical method: Hypergeometric; *p*-value adjusted using the Benjamini-Hochberg multiple test adjustment (FDR<0.05).

**Table 3:** Gene Ontology enrichment analysis of top 15 biological processes at 100 nM IVM exposure for 48 h.

Gene Ontology Term*	GO Identity	Observed	Expected	Reference	Ratio of Enrichment	FDR value**
growth	GO :0040007	85	45.16	2498	1.88	2.03^E^-08
locomotion	GO :0040011	63	30.10	1665	2.09	2.99^E^-07
embryo development	GO :0009790	91	55.49	3069	1.64	1.07^E^-06
embryo development ending in birth or egg hatching	GO :0009792	89	54.10	2992	1.65	1.07^E^-06
nematode larval development	GO :0002119	72	39.00	2157	1.85	1.07^E^-06
larval development	GO :0002164	72	39.03	2159	1.84	1.07^E^-06
post-embryonic development	GO :0009791	72	39.31	2174	1.83	1.07^E^-06
establishment of localization	GO :0051234	65	33.63	1860	1.93	1.07^E^-06
transport	GO :0006810	63	32.33	1788	1.95	1.21^E^-06
regulation of growth	GO :0040008	61	31.24	1728	1.95	1.96^E^-06
positive regulation of growth	GO :0045927	59	29.90	1654	1.97	2.32^E^-06
positive regulation of growth rate	GO :0040010	54	26.27	1453	2.06	2.38^E^-06
regulation of growth rate	GO :0040009	54	26.31	1455	2.05	2.38^E^-06
cellular localization	GO :0051641	26	7.85	434	3.31	2.38^E^-06
reproduction	GO :0000003	80	48.00	2655	1.67	3.76^E^-06

*Analysis performed using Web-Based Gene Set Analysis Toolkit (WebGestalt).

**Statistical method: Hypergeometric; *p*-value adjusted using the Benjamini-Hochberg multiple test adjustment.

#### Study 2: Exposure to higher IVM concentrations

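Whether the effect of IVM differed between 48 h and 5 days was tested with edgeR's quasi-likelihood test of the interaction of time and exposure, fitted over the untreated and exposed libraries of both time points. It called 0 of 10400 genes at 300 nM and 0 of 10347 at 1 μM, with an unadjusted p under 0.05 for 1075 and 333 genes. DESeq2 called 11 genes at 300 nM and 0 at 1 μM in the same comparison. At 300 nM, the quasi-likelihood test called 1601 genes without 300 nM 48 h replicate A and 38 without 300 nM 48 h replicate C, and none without any other library. At 1 μM it called none whichever library was left out. In simulated data with a log2 fold-change of 2 and each time point's own spread, the same test recovered 68.0% of 200 changed genes at 300 nM and 59.5% at 1 μM, with genes drawn independently. The changed genes were drawn only among the more abundant ones, and no simulated library differed from its group as a whole. These shares therefore do not extend to genes with low counts or to such libraries.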

In the second study, most changes occurred after 48 h exposure to 300 nM IVM, and only after 5 days when exposed to 1 μM. The expression of 535 genes was dysregulated across several time points and/or concentrations (S1 Table). 

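The quasi-likelihood test called 5 genes in at least 1 of the 4 comparisons, all of them at 1 μM for 5 days, against 336 genes by the exact test and 170 by DESeq2. Bm4142 (Bma-ceh-14) was higher, with 193 ± 19.9 (SD, n = 2) CPM against 77.0 ± 6.21 (SD, n = 3) CPM and a log2 fold-change of 1.32 (SE 0.21, FDR 0.160) in the edgeR test with Benjamini-Hochberg adjustment. Lower were Bm9862, with a log2 fold-change of -1.58 (SE 0.29, FDR 0.167), Bm4244 (Bma-nmy-1), with -1.54 (SE 0.29, FDR 0.182), and Bm7452, with -1.44 (SE 0.25, FDR 0.167), each by the same edgeR test (Benjamini-Hochberg). Bm3538 (Bma-bmk-1) was also lower, with a log2 fold-change of -1.31 (SE 0.24, FDR 0.167) (edgeR, Benjamini-Hochberg), and is named only because its value was seen. For the other 4 of these genes, the Benjamini-Hochberg FDR was 0.815 without untreated replicate A and 0.610 without untreated replicate B, so none was called without either of these libraries, and over the alternatives it ranged from 1.17e-04 to 0.993.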

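Across the 9723 genes tested at both concentrations at 48 h, the log2 fold-changes at 300 nM and 1 μM had a Pearson correlation of 0.638, and 75.0% of the genes had the same sign. Across 9375 genes at 5 days the correlation was 0.395 and the share of the same sign 61.8%. These values are across genes, which are not independent replicates, and both concentrations share their untreated libraries. Unchanged groups simulated against these libraries gave correlations of 0.497 to 0.533 at 48 h (median 0.509) and of 0.393 to 0.458 at 5 days (median 0.432), with median shares of the same sign of 67.0% and 64.6%. The simulated spread of each gene was taken over all groups of a time point, exposed ones included. For 48 h the simulated groups gave more called genes than the real ones, so the simulated correlations cannot serve as a chance level there. At 48 h the correlation was 0.200 without 1 μM replicate A and 0.409 without 300 nM replicate C, and at 5 days it lay between 0.283 without 300 nM replicate B and 0.548 without untreated replicate C. The 2 concentrations were also compared with each other by the quasi-likelihood test, which called 0 of 9623 genes at 48 h and 0 of 9205 at 5 days, with an unadjusted p under 0.05 for 195 and 656 genes. The exact test called 0 and 35 genes, and DESeq2 0 and 1. At 5 days the quasi-likelihood test called 72 genes without 300 nM replicate B and 379 without 1 μM replicate A, a fit in which the remaining 1 μM library was assumed to vary like the 300 nM ones.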

As the BCVs varied with time and across concentrations, resulting in higher FDRs (as BCVs increased), it was difficult to see a concentration-dependent trend across the DE genes detected in the study and therefore the overlap between DE genes across concentrations and time points was very limited.

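No gene was called by the quasi-likelihood test at both concentrations at 48 h, and none at 5 days, where 1 was called at both without untreated replicate C. By the exact test, 0 genes were called at both concentrations at 48 h and 7 at 5 days, and by DESeq2 0 and 0. Without the filter on low counts, the quasi-likelihood test called 18 genes at both concentrations at 5 days, all in the same direction, and 0 at 48 h. In the simulated unchanged groups that share the untreated libraries, the quasi-likelihood test with the filter called up to 12 genes at both concentrations at 48 h and 0 at 5 days. Since these simulations called more genes at 48 h than the real data, the 12 cannot serve as a chance level.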

At 48 h, only 3 genes overlapped between the groups exposed to 300 nM and 1 μM IVM; at 5 days, 18 genes overlapped between both treatment groups. Among them, 3 genes encoding cuticle collagens (Bm8043, Bm4605, and Bm11024; log_2_ fold-changes -0.84–-2.23), and others, to cite a few only, coding for a major facilitator superfamily protein (Bm6076; log_2_ fold-changes -1.1 and -2.21), *Bma-zyg-9* (Bm3504; log_2_ fold-change -1.51 at 48 h and -1.20 at 5 days), which may play a role in meiosis, were down-regulated. 

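At 300 nM for 5 days, the log2 fold-changes of Bm8043, Bm4605 and Bm11024 were -1.20 (SE 0.45), -2.24 (SE 0.44) and -0.84 (SE 0.36), and at 1 μM they were -1.61 (SE 0.48), -1.47 (SE 0.46) and -1.20 (SE 0.36). Their FDR by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 1.00, 0.219 and 1.00 at 300 nM and 0.309, 0.322 and 0.316 at 1 μM. Bm4605 had 22.0 ± 17.8 (SD, n = 3) CPM at 300 nM against 100.4 ± 67.1 (SD, n = 3) CPM in untreated worms. At 300 nM, the Benjamini-Hochberg FDR of Bm4605 was 0.106 without untreated replicate A, 0.177 without untreated replicate B and 0.00345 without 300 nM replicate B, and that of Bm8043 0.111 without 300 nM replicate B. At 1 μM it was 0.0648 without 1 μM replicate A for Bm4605 and 0.131 without 1 μM replicate B for Bm11024 (Benjamini-Hochberg). Bm4605 was called by the exact test at both concentrations and the other two collagens at 1 μM. Over the alternatives, the Benjamini-Hochberg FDR of the 3 genes ranged from 1.15e-13 to 1.00 at 300 nM and from 0.00618 to 0.993 at 1 μM. What reads shared between collagens do to these counts was not tested, so the separate values are uncertain. Bm6076 (Bma-slc-17.2.1) had a log2 fold-change of -1.08 (SE 0.37) at 300 nM and -2.23 (SE 0.56) at 1 μM, where it had 7.58 ± 6.68 (SD, n = 2) CPM against 35.3 ± 16.4 (SD, n = 3) CPM. Bm3504 (Bma-zyg-9) had 42.9 ± 21.7 (SD, n = 3) CPM against 125 ± 21.8 (SD, n = 3) CPM at 300 nM for 48 h, a log2 fold-change of -1.52 (SE 0.38), and -1.21 (SE 0.29) at 1 μM for 5 days. The FDR of Bm6076 was 1.00 and 0.210, and that of Bm3504 0.419 and 0.210, by the same edgeR test (Benjamini-Hochberg). With a library left out, the Benjamini-Hochberg FDR of Bm6076 at 1 μM was 0.0269 without 1 μM replicate A, and that of Bm3504 was 0.115 without 300 nM replicate A and 0.00869 without 300 nM replicate C at 48 h and 0.193 without untreated replicate C and 0.0242 without 1 μM replicate A at 5 days. Over the alternatives it ranged from 9.47e-04 to 1.00 for Bm6076 and from 0.00869 to 0.993 for Bm3504 (Benjamini-Hochberg).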

Upregulated across concentrations at 5 days was a serpin precursor (Bm9380; log_2_ fold-changes 1.37 and 2.08).

#### Transcriptomic profiles of worms exposed to 300 nM IVM

Worms incubated at this concentration showed the largest change after 48 h exposure (132 DE genes). 

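All 132 genes that the paper lists at 300 nM for 48 h in S1 Table, which were chosen on these same libraries, had the listed direction in the counts and an unadjusted p under 0.05, and their log2 fold-changes differed from the paper's by a median of 0.0120. The lowest FDR of any gene in this comparison was 0.419 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the genes called by the exact test, 86 were lower and 13 higher (86.9% lower), and of those called by DESeq2 89.5% were lower. By the exact test the share was 41.3%, 16.6% and 72.1% without 300 nM replicate A, B and C, 11 of 12 called genes were lower without untreated replicate C, and the exact test called 0 genes without untreated replicate A or B. Of the genes called by the quasi-likelihood test, 43.7% were lower without 300 nM replicate A and 74.8% without 300 nM replicate C. With the common dispersion for every gene, an exact test chosen after seeing the data, 34.3% of the called genes were lower.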

89% of DE genes were down-regulated at this time. The most strongly down-regulated gene encodes a prominin protein (Bm3187; log_2_ fold-change: -3.84) predicted to be a 5-transmembrane domain glycoprotein. 

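Bm3187 (Bma-prmn-1) had 1 count over the 3 libraries at 300 nM for 48 h and 31 counts over the 3 untreated ones, a ratio of 0.0506 with a 95% counting interval from 0.00124 to 0.304. Its fitted log2 fold-change of -3.84, which depends on the prior count, had an FDR of 0.419 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Bm13368, which has the lowest fitted value among the genes S1 Table lists at 300 nM for 48 h (-5.25, also dependent on the prior count), had no counts at 300 nM and 18 in untreated worms, at least 3.82-fold lower when 3 counts over the group are taken as the limit. Its FDR by the same edgeR test (Benjamini-Hochberg) was also 0.419. Leaving out 1 library brought the Benjamini-Hochberg FDR of Bm3187 to 0.152 without 300 nM replicate A and 0.112 without 300 nM replicate C, and that of Bm13368 to 0.170 without 300 nM replicate A and 0.137 without 300 nM replicate C. The exact test gave a Benjamini-Hochberg FDR of 0.106 for Bm3187 and 0.215 for Bm13368, within ranges over the alternatives from 0.0261 to 0.755 and from 0.0532 to 0.741.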

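Bm2777 (Bma-aspm-1) had 12.9 ± 6.61 (SD, n = 3) CPM at 300 nM for 48 h and 56.2 ± 6.22 (SD, n = 3) CPM in untreated worms, a log2 fold-change of -2.03 (SE 0.39). Bm6522 (Bma-fcd-2) had 8.00 ± 3.34 (SD, n = 3) CPM against 32.2 ± 7.57 (SD, n = 3) CPM, and its log2 fold-change was -2.01 (SE 0.44). For Bm5897 (Bma-dhc-1) the values were 133 ± 55.1 (SD, n = 3) CPM and 310.2 ± 41.4 (SD, n = 3) CPM, and the log2 fold-change -1.21 (SE 0.34). Those of Bm6397 (Bma-npp-13) were 39.1 ± 16.4 (SD, n = 3) CPM and 91.6 ± 12.9 (SD, n = 3) CPM, and those of Bm5288 (Bma-npp-21) 19.2 ± 10.3 (SD, n = 3) CPM and 74.8 ± 18.3 (SD, n = 3) CPM, with log2 fold-changes of -1.20 (SE 0.34) and -1.92 (SE 0.40). In each of these 5 genes the difference exceeded the SD of either group, and all exposed libraries lay below all untreated ones. Chance gives such an order in 10% of such groups in either direction for a gene fixed in advance. The paper chose these genes on the same libraries, so this share does not apply to them. The FDR of each was 0.419 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without 300 nM replicate A, this FDR (Benjamini-Hochberg) was 0.115 for Bm2777 and Bm5288 and 0.151 for Bm6522, Bm5897 and Bm6397. Without 300 nM replicate C, it was 0.00362 for Bm2777, 0.0119 for Bm6522, 0.00702 for Bm5897, 0.0330 for Bm6397 and 0.00555 for Bm5288 (Benjamini-Hochberg). The exact test called all but Bm5897, with a Benjamini-Hochberg FDR of 0.0283 for Bm2777, 0.0542 for Bm6522, 0.198 for Bm6397 and 0.0283 for Bm5288. DESeq2 called all but Bm6397, with a Benjamini-Hochberg FDR of 0.210 for Bm6397 and 0.147 for Bm5897. Over the alternatives, the Benjamini-Hochberg FDR of the 5 genes ranged from 0.00362 to 0.755.

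**Figure D3:**
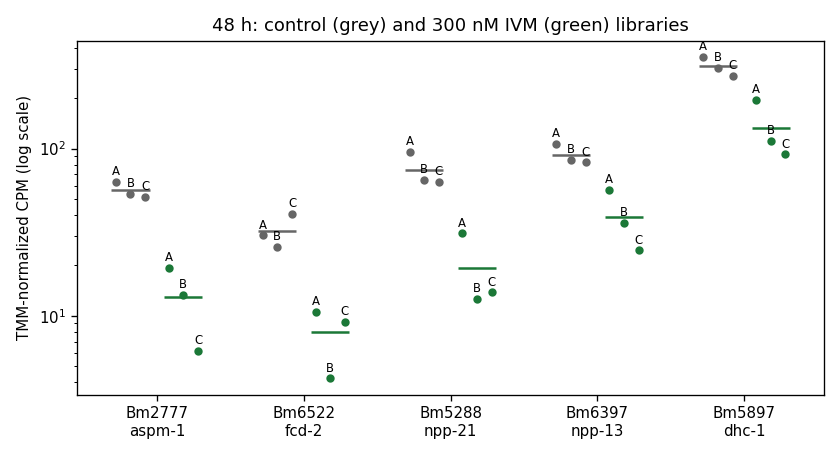
CPM per library (vertical log axis) of Bm2777, Bm6522, Bm5288, Bm6397 and Bm5897 in untreated worms (grey) and at 300 nM for 48 h (green). The 3 exposed libraries of each gene lie below the 3 untreated ones.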

Other annotated genes of potential interest that were highly down-regulated include IQ calmodulin-binding motif family protein (Bm2777; log_2_ fold-change: -2.01), Fanconi anemia complementation group D2 protein (Bm6522; log_2_ fold-change: -2.0), CG7507-PA (Bm5897; log_2_ fold-change: -1.20), an ortholog of dynein heavy chain-1 in *C*. *elegans*, and nucleoporins (Bm6397 and Bm5288; log_2_ fold-change: -1.19 and -1.91, respectively). The most up-regulated gene was Bm12387 (log_2_ fold-change: 3.83), annotated as a hypothetical protein. 

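Bm12387 had 12 counts over the 3 libraries at 300 nM for 48 h and 1 over the 3 untreated ones, a ratio of 18.8 with a 95% counting interval from 2.79 to 805. The fitted log2 fold-change of 3.81, which depends on the prior count, had an FDR of 0.419 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In this test the Benjamini-Hochberg FDR was 0.152 without 300 nM replicate A and 0.144 without 300 nM replicate C, within a range over the alternatives from 0.0532 to 0.755.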

Gene Ontology analysis at this time point showed an enrichment of genes related to “establishment of meiotic spindle orientation” (GO:0051296; FDR = 0.04), “meiotic spindle organization” (GO:0000212; FDR = 0.04) and “establishment of meiotic spindle localization” (GO:0051295; FDR = 0.04) (S2A Table).

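Of the 68 genes that the paper lists in S1 Table at 300 nM for 5 days, all had the listed direction in the counts and 66 had an unadjusted p under 0.05, with a median difference of 0.00942 from the paper's log2 fold-changes. Their lowest FDR was 0.219 and their median FDR 1.00 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The exact test called 11 of them and no other gene. Of the genes the quasi-likelihood test called without 300 nM replicate B, 14 were among those listed.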

By 5 days, the number of DE genes decreased from 132 to 68. Bm11304, a KH domain containing protein, was the most prominently down-regulated gene at this time point and concentration (log_2_ fold-change: -5.9), while Bm1543, a lectin C-type domain containing protein, was the most up-regulated (log_2_ fold-change: 5.88). 

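Bm11304 had no counts at 300 nM for 5 days and 24 in untreated worms, all of them in replicate B, at least 5.79-fold lower with 3 counts over the group as the limit. Bm1543 had 18 counts at 300 nM, all in replicate A, and none in untreated worms, at least 8.28-fold higher on the same limit. Each difference thus rested on 1 library. The fitted log2 fold-changes, which depend on the prior count, were -6.04 and 5.91, each with an FDR of 1.00 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the filter on low counts, the Benjamini-Hochberg FDR was 0.0455 for Bm11304 and 0.0474 for Bm1543, within ranges over the alternatives from 8.64e-04 to 1.00 and from 0.00582 to 1.00.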

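S1 Table annotates 27 genes as collagens, of which 24 were tested at 300 nM for 5 days. Their median log2 fold-change was -0.10 with TMM and with RLE factors, with 8 genes higher and 16 lower, and the median was 0.052 without untreated replicate B. The 7 collagens that the paper lists for this comparison, 1 higher and 6 lower, had a median of -0.95. Of the 24 genes, 6 had an unadjusted p under 0.05, none was called over all genes by the quasi-likelihood test or DESeq2, 1 was called by the exact test, and 7 were called when adjusted over the list alone. The list was chosen by the paper on these libraries, so the last number is not independent evidence. No set test was made on it, and what reads shared within the family do to the counts was not tested, so values of single collagens are uncertain.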

GO enrichment analysis revealed enrichment of genes in molecular processes related to “fatty-acyl-CoA binding” (GO:0000062; FDR = 0.0057), “structural constituent of cuticle” (GO:0042302; FDR = 0.0002), and “structural molecule activity” (GO:0005198; FDR = 0.016) (S2C Table).

#### Transcriptomic profiles of worms exposed to 1 μM IVM

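At 1 μM for 48 h, 146 of the 147 genes that the paper lists in S1 Table were tested, all had the listed direction and 107 had an unadjusted p under 0.05. At 5 days, 269 of the 271 listed genes were tested, and all had the listed direction and an unadjusted p under 0.05. Log2 fold-changes differed from the paper's by a median of 0.00868 at 48 h and 0.00625 at 5 days. The lowest FDR was 0.902 at 48 h and 0.160 at 5 days by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 5 days the exact test called 73 genes higher and 200 lower, 265 of them among those listed. Without 1 μM replicate C, 132 of the genes listed at 48 h were called by the quasi-likelihood test, and without 1 μM replicate A 203 of those listed at 5 days.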

Exposure to 1 μM IVM resulted in the dysregulation of 147 genes at 48 h and 271 after 5 days. Most strongly down-regulated at 48 h was Bm2880, a tachykinin-like peptide receptor protein (log_2_ fold-change: -5.51), and a GRIP-domain containing protein, at 5 days (log_2_ fold-change: -5.71). 

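Bm2880 (Bma-npr-35) had no counts over the 3 libraries at 1 μM for 48 h and 22 over the 3 untreated ones, at least 4.59-fold lower with 3 counts over the group as the limit. Bm4575, the gene with the GRIP domain in S1 Table, had no counts over the 2 libraries at 1 μM for 5 days and 22 over the 3 untreated ones, at least 3.19-fold lower. Fitted log2 fold-changes, which depend on the prior count, were -5.46 and -5.72, with an FDR of 0.902 and 0.316 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That of Bm2880 (Benjamini-Hochberg) was 0.173 without 1 μM replicate C, within a range over the alternatives from 0.0706 to 1.00. For Bm4575, the Benjamini-Hochberg FDR was 0.0930 in the exact test, within a range from 0.0363 to 0.993.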

At both time points, two hypothetical proteins were maximally up-regulated (log_2_ fold-change: 6.76 and 6.13, respectively). 

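Bm9528 had 30 counts at 1 μM for 48 h, all of them in replicate C, and none in untreated worms, at least 16.0-fold higher with 3 counts over the group as the limit. Bm12331 had 13 counts at 1 μM for 5 days, all in replicate A, and none in untreated worms, at least 9.96-fold higher. The fitted values of 6.77 and 6.12 on the log2 scale depend on the prior count, and their FDR was 0.902 and 0.316 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Bm12331 this Benjamini-Hochberg FDR was 0.131 without 1 μM replicate B and 0.107 in the exact test. Over the alternatives it ranged from 3.89e-04 to 1.00 for Bm9528 and from 0.00493 to 0.993 for Bm12331 (Benjamini-Hochberg).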

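S1 Table annotates 16 genes as ribosomal proteins, 12 of them listed as up-regulated at 1 μM for 48 h. All 16 had a log2 fold-change above 0 at 1 μM for 48 h. Their median was 1.21 with TMM and 1.26 with RLE factors. Over the 72 genes with ribosomal protein symbols, a set added after seeing the data, the median was 0.39. Of these 72, 62 were higher and 10 lower. The median of the 16 genes rested on 1 library and was -0.043 without 1 μM replicate A. Against the mean of untreated worms, the median of the 16 genes was 2.34 on the log2 scale in 1 μM replicate A, 0.27 in replicate B and -0.48 in replicate C. Of these genes, 1 had an unadjusted p under 0.05, none was called over all genes by the quasi-likelihood test, the exact test or DESeq2, and 16 were called when adjusted over the list alone, which the paper chose on these libraries and which is therefore not independent evidence. Genes with symbols of ribosomal proteins took 10.7% of the counts in 1 μM replicate A (exact binomial 95% interval 10.6% to 10.7%), 6.56% in replicate B (6.51% to 6.60%) and 5.14% in replicate C (5.10% to 5.18%). The share was 13.1% in 300 nM 48 h replicate C (13.1% to 13.2%), and in the other libraries it was at most 9.79%.

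**Figure D4:**
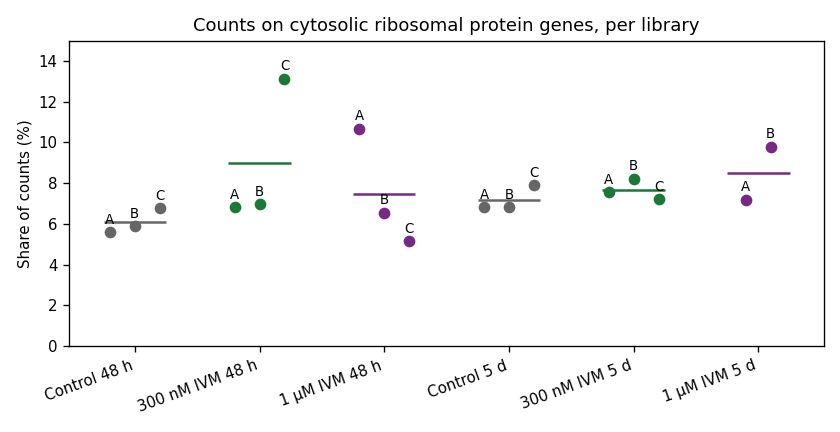
Share of counts on genes with ribosomal protein symbols in percent (vertical axis) for each library of the second study, with lines at the group means. The highest points are 300 nM 48 h replicate C at 13.1% and 1 μM 48 h replicate A at 10.7%.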

Transcriptomic data from worms exposed to 1 μM IVM for 48 h showed “translation” to be the most significantly enriched GO term (GO:0006412; FDR = 8.87e-06) (S2B Table). After 5 days exposure, down-regulation of a phospholipase C homolog (Bm3716; log_2_ fold-change: -1.54), and of 1-phosphatidylinositol-4,5-bisphosphate phosphodiesterase beta 4 (Bm1768; log_2_ fold-change: -0.89) was observed. 

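Bm3716 (Bma-plc-1) had 7.13 ± 2.06 (SD, n = 2) CPM at 1 μM for 5 days and 20.6 ± 7.22 (SD, n = 3) CPM in untreated worms, and Bm1768 (Bma-egl-8) 75.5 ± 13.7 (SD, n = 2) CPM against 141 ± 9.78 (SD, n = 3) CPM. Their log2 fold-changes were -1.55 (SE 0.51) and -0.90 (SE 0.23), with an FDR of 0.325 and 0.225 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both were called by the exact test, with a Benjamini-Hochberg FDR of 0.190 and 0.0525. That of Bm1768 was 0.0574 without 1 μM replicate A in the quasi-likelihood test (Benjamini-Hochberg). Over the alternatives it ranged from 0.0634 to 0.993 for Bm3716 and from 0.0525 to 0.993 for Bm1768 (Benjamini-Hochberg).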

Significantly enriched GO terms also included terms related to “double-strand break repair via nonhomologous end joining” (GO:0006303; FDR = 0.02), “cytokinesis” (GO:0007109; FDR = 0.02), “cytokinetic cell separation” (GO:0000920; FDR = 0.02), “cytokinetic process” (GO:0032506; FDR = 0.003), “cytokinesis after meiosis” (GO:0033206; FDR = 0.01) and “polar body extrusion after meiotic divisions” (GO:0040038; FDR = 0.004). Nine genes were also found enriched in the “collagen and cuticulin-based cuticle development” (GO:0040002; FDR = 0.003) category (S2D Table).

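In worms exposed to 1 μM for 5 days, 25 of the genes that S1 Table annotates as collagens were tested, and 17 of them were higher and 8 lower than in untreated worms. Their median log2 fold-change was 0.35 and stayed between 0.14 and 0.53 with each library left out. The 6 collagens that the paper lists for this comparison, 2 higher and 4 lower, had a median of -1.34, of the opposite sign. Of all 25, 14 had an unadjusted p under 0.05, none was called over all genes by the quasi-likelihood test, 6 were called by the exact test and 2 by DESeq2, and 17 were called when adjusted over the list alone, which the paper chose on these libraries.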

## Discussion

We performed time-series studies to assess the effects of exposure to different concentrations of IVM on adult *B*. *malayi* females *in vitro* at the transcriptomic level. Of particular interest was the identification of DE genes involved in reproduction, which could help explain the sterilizing effect of IVM on adult filariae.

Overall BCVs were calculated between samples in both drug studies and were 17–27% in the first study and 15–35% in the second study (S3 Table, S1 Fig), suggesting acceptable biological variability among replicates. Typically, BCVs for datasets from well-controlled studies range from 10% (genetically identical model organisms) to 40% (human data). In a previous study, we reported BCVs to be 14–25% for samples of adult female worms immediately upon extraction from jirds [20]. However, BCVs were slightly higher at the 48 h time point in study 2 (30 and 35%). As BCVs varied across the different concentrations and time points and resulted in higher FDRs as the BCVs increased, we were unable to see obvious trends in concentration- dependence and detected few DE genes that overlapped across the different comparisons. Therefore, our discussion is mainly centered on the analysis of the DE genes detected for each pairwise comparison. We focus on a few processes particularly affected by exposure to IVM *in vitro*.

IVM significantly reduces the release of mf after 24 h exposure to IVM *in vitro* and by 4 days, mf output ceases completely at concentrations ≥ 0.15 μg/ml [15]. In the present work, we exposed adult females at a concentration of 100 nM (0.09 μg/ml) for up to 72 h in the first study and 300 nM (0.267 μg/ml) and 1 μM (0.89 μg/ml) for up to 5 days in the second study. Although we did not measure mf output, we suspect that adult females were sterilized at these concentrations based on the previous work. In addition, *wsp* (*Wolbachia* surface protein) expression has been shown to decrease significantly with IVM concentrations >0.31 μg/ml (348 nM) [15]. It is therefore possible that some of the observed changes in gene expression might be related to changes in *Wolbachia* densities; however, we are unable to confirm this as *wsp* expression was not measured. *Wolbachia*-related death at these concentrations could have negative implications on reproduction, molting and survival. Interestingly, the *Wolbachia* surface protein wBm0432 has been shown to interact with several key enzymes involved in the host glycolytic pathway, including aldolase and enolase, and wBm0152 interacts with the host cytoskeletal proteins actin and tubulin [37]. These interactions could have an effect on growth and embryogenesis, effects we observed at the transcriptome level.

### IVM dysregulates genes involved in meiosis and calcium signaling surrounding fertilization

Dyneins and kinesins play important roles in mitosis and meiosis [38–40] and both were differentially expressed by exposure to IVM. CG7507-PA (Bm5897), orthologous to dynein heavy chain-1 in *C*. *elegans*, was down-regulated after IVM exposure. These molecular motors use ATP to move along microtubules and function in carrying cargo such as vesicles and organelles which are too large to diffuse to other cellular destinations [41]. In *C*. *elegans*, dynein is associated with nuclear envelopes, centrosomes and meiotic and mitotic spindle poles [42]. Kinesin-1 and cytoplasmic dynein function together to move the meiotic spindle to the oocyte cortex [39]. During anaphase, the meiotic spindle is attached to the cortex by one pole, allowing selective disposal of half the chromosomes in a polar body [39]. In *C*. *elegans*, dynein light chain 1 (*dylt-1*) is expressed in adult body wall muscle, larval and adult pharynx, posterior intestine and nervous system and is required for normal embryonic and larval viability. The GO term “establishment of meiotic spindle orientation” was enriched in this study. One gene associated with this term was Bm2777 (IQ calmodulin-binding motif family protein), a homolog of *aspm-1* in *C*. *elegans* and mammalian ASPM (Abnormal Spindles & Primary Microcephaly) [43]. ASPM-1 is required for oocyte meiotic spindle pole assembly and is essential for the meiotic spindles to align orthogonally and in close proximity to the overlying plasma membrane [43]. Another gene that may play a role in meiosis is *Bma-zyg-9* (Bm3504), which was down-regulated at the two highest IVM concentrations. In *C*. *elegans*, ZYG-9 acts to ensure correct microtubule assembly throughout the cell cycle of early embryos during mitosis, interphase and meiosis [44–46].

A major facilitator superfamily protein (Bm6076), down-regulated at 5 days at the two highest IVM concentrations, is highly expressed in the digestive tract of *B*. *malayi* [47]. In *C*. *elegans*, RNAi phenotypes associated with the ortholog of Bm6076 include “embryonic lethal”, “asymmetric cell division defective early embryo”, and “spindle pole pulling force variant”, indicating that this gene is probably important for embryo development.

Calcium signaling plays a crucial role in reproduction and fertilization and has been extensively studied in *C*. *elegans* [48]. During meiotic maturation of the oocyte, calcium signaling is linked to inositol 1,4,5-triphosphate receptor (ITR-1), N-methyl D-aspartate type glutamate receptor subunit (NMR-1) and UNC-43, which encodes a type II calcium/calmodulin-dependent protein kinase [49]. Phospholipase C catalyzes the hydrolysis of phosphatidylinositol 4,5-bisphosphate (PIP_2_) into diacylglycerol (DAG) and inositol (1,4,5) triphosphate (IP_3_) [50]. IP_3_ binds receptors on the endoplasmic reticulum to mobilize Ca^2+^ into the cytosol. We observed down-regulation of a phospholipase C homolog (Bm3716) and of 1-phosphatidylinositol-4,5-bisphosphate phosphodiesterase beta 4 (Bm1768). The latter is an ortholog of *egl-8* (egg-laying defective) and is predicted to have phosphatidylinositol phospholipase C activity and Ca^2+^ ion binding activity. Interestingly, EGL-8 also plays a role in regulating the release of acetylcholine from motor neurons, thus affecting locomotion, and is expressed in all neurons in *C*. *elegans* [51]. One of the most down-regulated DE genes we observed was inositol-1 (Bm11145), which is required for the biosynthesis of phosphatidylinositol [52]. Cumulatively, down-regulation of these genes suggests that Ca^2+^ signaling (via IP_3_) may be affected following exposure to IVM, with adverse effects on ovulation.

IVM selection on β-tubulin has been reported in *O*. *volvulus* and *H*. *contortus;* IVM selection changes the frequency of β-tubulin alleles [53]. Microtubules, which are assembled from heterodimers of α- and β-tubulin, drive chromosome motion in mitosis and meiosis [54], and so IVM selection for β-tubulin changes could have downstream effects on meiosis. A recent study in *H*. *contortu*s has also shown that IVM binds to and alter the tubulin polymerization equilibrium, which can lead to mitotic arrest [55].

A number of other genes that function in fertilization were dysregulated by IVM exposure. *Bma-emo-1* (Bm14080), which is involved in ovulation, intracellular protein transport and oocyte growth in *C*. *elegans*, was down-regulated. *C*. *elegans emo-1* mutants fail to ovulate after meiotic maturation and oocytes remain trapped in the gonad arm and become endomitotic [56]. Fanconi anemia complementation group D2 protein (Bm6522) was decreased following IVM treatment; deletion of the *C*. *elegans* ortholog results in egg-laying defects, precocious oogenesis, and partial defects in fertilization, and may play a role in double-stranded DNA break repair during embryogenesis [57].

### IVM exposure dysregulates the expression of genes involved in embryo development

IVM exposure downregulated the expression of several genes involved in RNA transport, with consequences on embryo development. Nuclear pore complexes (NPCs) are highly conserved proteinaceous structures embedded in the nuclear envelope that provide a connection between the nucleus and the cytoplasm [63]. 

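Bm9537 (Bma-npp-14) had 171 ± 42.2 (SD, n = 3) CPM at 300 nM for 48 h and 295 ± 7.16 (SD, n = 3) CPM in untreated worms, a log2 fold-change of -0.78 (SE 0.29) with an FDR of 0.419 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. S1 Table gives Bm1933 as merged into Bm9537, while the deposited table counts the 2 separately. Bm1933 had 63.8 ± 18.0 (SD, n = 3) CPM against 135 ± 18.2 (SD, n = 3) CPM, a log2 fold-change of -1.07 (SE 0.30) with an FDR of 0.419 by the same edgeR test (Benjamini-Hochberg). In the 5-day comparison at 1 μM, Bm9537 had 162 ± 22.6 (SD, n = 2) CPM against 272 ± 46.6 (SD, n = 3) CPM, a log2 fold-change of -0.74 (SE 0.22) with an FDR of 0.309 (edgeR, Benjamini-Hochberg). With a library left out, the Benjamini-Hochberg FDR at 48 h was 0.154 without 300 nM replicate A and 0.0416 without 300 nM replicate C for Bm9537 and 0.152 without 300 nM replicate A and 0.0184 without 300 nM replicate C for Bm1933, and at 5 days 0.0988 without 1 μM replicate A for Bm9537. Over the alternatives it ranged from 0.0416 to 0.993 for Bm9537 and from 0.0184 to 0.755 for Bm1933 (Benjamini-Hochberg). At 48 h the FDR (Benjamini-Hochberg) was 0.318 for Bm9537 and 0.220 for Bm1933 in the exact test and 0.274 and 0.194 in DESeq2, which called Bm1933 only, and at 5 days both tests called Bm9537, with 0.151 in the exact test and 0.164 in DESeq2. The order of their positions and any overlap between the 2 genes were not examined, so the effect of reads shared between them is uncertain.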

Several genes (Bm6397, Bm9537, Bm5288) orthologous to NPC proteins in *C*. *elegans* (*npp-13*, *npp-14* and *npp-21* respectively) were down-regulated. Nucleoporins comprise NPCs and may function in transcriptional events, mRNA export, and genome organization [58]. In the nucleoplasm, dynamic nucleoporins may be functioning in the activation of developmental genes [58]. A subclass of nucleoporins plays a role in orienting the mitotic spindle in *C*. *elegans* embryos, and RNAi depletion of any of these nucleoporins leads to spindle orientation defects [64]. One of these nucleoporins is NPP-13. NPP-21, an ortholog of human TPR (translocated promoter region), is also involved in embryo development, locomotion and nematode larval development; RNAi knockdown results in embryonic lethal, larval arrest and locomotion variant phenotypes [59]. No obvious RNAi phenotypes have been reported for NPP-14.

Lastly, we observed down-regulation of Bm5608, which is orthologous to *mel-46* (maternal effect lethal). 

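Bm5608 (Bma-mel-46) had 46.6 ± 12.8 (SD, n = 3) CPM at 300 nM for 48 h and 111 ± 15.2 (SD, n = 3) CPM in untreated worms, a log2 fold-change of -1.22 (SE 0.30). Its FDR was 0.419 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This FDR (Benjamini-Hochberg) was 0.152 without 300 nM replicate A and 0.0116 without 300 nM replicate C, and it was 0.146 in the exact test and 0.0890 in DESeq2, within a range over the alternatives from 0.0116 to 0.755. The paper states that IVM lowered several genes of RNA transport, with consequences for the embryo, in its account of the nucleoporin genes, and it lists Bm5608 apart from these.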

In *C*. *elegans*, this gene encodes a DEAD-box protein required in the germ line for proper oogenesis and zygotically for post-embryonic development [60].

### Pharyngeal pumping

Interestingly, we saw a significant down-regulation of *Bma-nep-1* (Bm7419), which has 45.8% identity to *nep-1* in *C*. *elegans*. Neprilysins are transmembrane zinc-metalloproteases that have roles in cell-to-cell signaling [61]. The expression pattern of *nep-1* in *C*. *elegans* is limited to pharyngeal cells and a single head neuron; it is an effector of locomotion and pharyngeal pumping [62]. The locomotion of *nep-1* knockouts is significantly impaired and RNAi knockdown results in a maternal sterile phenotype [62].

### Oxidative phosphorylation

We noted a significant enrichment of dysregulated genes involved in oxidative phosphorylation (100 nM, 48 h). Expression of ubiquinol-cytochrome C reductase (Bm6047), succinate dehydrogenase (Bm3783), ATP synthase epsilon chain (Bm3758), ATP synthase f chain (Bm5403), NADH dehydrogenase subunit 1 (Bm10539) and cytochrome b5-like heme/steroid binding domain containing protein (Bm2497) was down-regulated. In contrast, NADH dehydrogenase subunit 1 was up-regulated at 1 μM (48 h). 

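Bm10539, the NADH dehydrogenase subunit 1, had 57.1 ± 67.0 (SD, n = 3) CPM at 1 μM for 48 h and 23.5 ± 3.31 (SD, n = 3) CPM in untreated worms, a log2 fold-change of 1.28 (SE 0.72) with an FDR of 0.902 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The SD at 1 μM exceeded the difference, with 133 CPM in replicate A, 31.0 in replicate B and 7.01 in replicate C. Without 1 μM replicate A the log2 fold-change was -0.29, and without 1 μM replicate C the FDR was 0.159 (Benjamini-Hochberg), within a range over the alternatives from 0.159 to 1.00.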

The down-regulation of these genes may suggest that ATP synthesis is directly or indirectly inhibited by IVM. Abamectin (ABA), another ML in the avermectin family, caused concentration-dependent (5–25 μM) inhibition of the respiratory chain [63]. Reduced expression of ribosomal proteins, histones, and prosaposins [64] are a signature of oxidative stress in *C*. *elegans*, but the homologs of these genes were not DE or only marginally so in our study. In nematodes, ATP is obtained by glycolysis or oxidative phosphorylation, using a variety of substrates [65, 66]. Several anthelmintics have been proposed to target helminth oxidative phosphorylation enzymes [67].

### Glutamate-gated chloride channels

IVM binding to GluCls induces a slow onset, pseudo-irreversible glutamate-gated current [10, 68, 69]. Given the nature of the drug-receptor association, one can speculate on the necessity for a new cohort of GluCls to be expressed to overcome the effects of IVM. Little is known about the rate of receptor turn-over and synthesis in adult parasitic nematodes, but this scenario could contribute to the prolonged sterilization of adult filariae observed after a single dose of IVM. In this context, it might have been expected that this drug-receptor interaction would lead to increased expression of GluCl genes, which was not observed; expression of the putative receptor for IVM, *Bm-avr-14* (Bm1710 isoforms) [10], was not dysregulated following exposure to the drug. 

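The log2 fold-change of Bm1710 (Bma-avr-14) at 48 h was 0.90 (SE 0.50) at 300 nM and -0.042 (SE 0.43) at 1 μM. At 5 days it was 0.99 (SE 0.50) at 300 nM and -0.59 (SE 0.75) at 1 μM. Its FDR was 0.448 and 0.990 at 48 h and 1.00 and 0.824 at 5 days by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The widest gap between CPM values was 20.7 ± 13.0 (SD, n = 3) at 300 nM against 10.6 ± 2.10 (SD, n = 3) in untreated worms at 48 h, and the SD at 300 nM exceeded it. Bm1710 was called without 300 nM replicate A at 48 h (FDR 0.187, Benjamini-Hochberg) and under no other alternative, with FDR values from 0.187 to 1.00. At 1 μM the sign changed at 48 h without untreated replicate B (0.12) or 1 μM replicate C (0.070) and at 5 days without untreated replicate B (0.089). Counts were made per gene and do not separate its isoforms.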

GluCl-encoding genes are abundantly expressed in *B*. *malayi* female reproductive tissue (among other body parts, such as the pharynx), suggesting that the sterilizing effects of IVM may occur at a very early embryonic stage [14]. In males, GluCl expression in reproductive tissues was less abundant, but was localized to some extent to somatic muscle and the *vas deferens*, likely controlling body movement as well as sperm cell development and release [14]. Using a high-level IVM-resistant *C*. *elegans* strain (the strain DA1316, which has null mutations in three GluCl subunits: *avr-14*; *avr-15*; *glc-1*) [70], no differential expression was noted in the genes encoding the GluCl subunits *avr-14* or *avr-15*, whereas a log fold-change of 0.78 (FDR = 0.06) in *glc-1* was observed following treatment with 1.1 μM IVM. Exposure to the drug impaired pharyngeal pumping to some extent in that strain. The authors concluded that IVM induced differential expression of several genes in response to food deprivation, which are likely unrelated to GluCl expression [70].

### Effects of *in vitro* culture on the *B*. *malayi* transcriptome

Twenty-nine cuticle collagen genes showed differential expression across both studies, of which 17 were significantly down-regulated following exposure to IVM. Previously, we examined the effect of *in vitro* cultivation, without anthelmintic, on the transcriptome of *B*. *malayi* and found 21 cuticle collagen genes to be significantly DE over time [20]. Thirteen of the DE collagen genes detected in the current work overlapped with dysregulated genes from the previous study (Bm11024, Bm11095, Bm11338, Bm1249, Bm2110, Bm2605, Bm2854, Bm4605, Bm7408, Bm7894, Bm8043, Bm8439 and Bm9021). Bm11024 and Bm11095 were significantly down-regulated in the *in vitro* cultivation study at 48 h in culture, yet in the present work, we found these genes to be up-regulated at 300 nM IVM for 5 days. 

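Bm11024 and Bm11095 had negative log2 fold-changes at 300 nM for 5 days. That of Bm11095 was -1.25 (SE 0.67), with 9.06 ± 13.1 (SD, n = 3) CPM against 20.2 ± 12.4 (SD, n = 3) CPM in untreated worms and an FDR of 1.00 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The SD in either group exceeded the difference. Without 300 nM replicate B the log2 fold-change was -3.57 and the FDR 0.0792 (Benjamini-Hochberg), within a range over the alternatives from 0.0792 to 1.00.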

Collagen gene dysregulation likely represents a non-specific marker of stress [20, 64]. Scanning electron microscopy has shown that IVM exposure leads to damage of the surface of *B*. *malayi* third-stage larvae, inducing the loss of regular cuticular annulations and causing morphological changes in the cuticular surface in the head, body, and tail regions [71]. Previously, we observed the pronounced up-regulation of a serpin precursor (Bm9380), and of a hypothetical protein (Bm337), attributed to *in vitro* cultivation [20]. 

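Bm337 had 206 ± 50.4 (SD, n = 3) CPM at 300 nM for 5 days and 109 ± 31.4 (SD, n = 3) CPM in untreated worms, a log2 fold-change of 0.92 (SE 0.22). At 1 μM for 5 days it had 220.0 ± 21.0 (SD, n = 2) CPM against 105 ± 30.4 (SD, n = 3) CPM, a log2 fold-change of 1.06 (SE 0.25). Both differences exceeded the SD of either group, and the FDR was 0.422 and 0.210 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the same test (Benjamini-Hochberg) it was 0.111 without 300 nM replicate B at the lower concentration and 0.105 without 1 μM replicate A and 0.200 without 1 μM replicate B at the higher one, where a value just under the threshold rounds to it. Over the alternatives it ranged from 0.00140 to 1.00 and from 0.0228 to 0.993 (Benjamini-Hochberg), with 0.118 and 0.0228 in the exact test. A comparison with worms before exposure was not made, since those libraries were not analysed here.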

In the current study, both genes were up-regulated, but to a much lower extent. This suggests that our untreated control corrects, to some extent, for differential gene expression solely due to life in liquid culture media.

### Comparison of the IVM transcriptional response in *C*. *elegans* to *B*. *malayi*

We compared the IVM transcriptional response in *C*. *elegans* to *B*. *malayi* to look for common GluCl-independent, IVM-dependent gene expression signatures. The transcriptional response to IVM in *C*. *elegans* using whole genome microarray led to the identification of genes involved in early food deprivation response (i.e., fat mobilization) [70]. Using the DA1316 mutant strain (null mutations in three GluCl subunits), which is resistant to the paralytic effects of IVM on the body wall, worms were exposed to 100 nM or 1.1 μM IVM for 4 h. This resulted in the up-regulation of 3 genes and down-regulation of 12 genes in the 100 nM IVM group, with 216 up-regulated and 153 down-regulated in the 1.1 μM group. Comparing our dataset with the *C*. *elegans* study showed that only 5 genes overlapped, of which 2 were significantly down-regulated in both studies: 6-pyruvoyl tetrahydropterin synthase (Bm1701) and cytochrome b5-like heme/steroid binding domain containing protein (Bm2497).

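Bm1701 (Bma-ptps-1) had 9.48 ± 7.65 (SD, n = 3) CPM at 300 nM for 5 days and 27.6 ± 4.50 (SD, n = 3) CPM in untreated worms, a log2 fold-change of -1.56 (SE 0.43) with an FDR of 1.00 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without 300 nM replicate B the FDR was 0.0381, and without the filter on low counts 0.0538 (Benjamini-Hochberg), within a range over the alternatives from 0.00691 to 1.00.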

### Conclusion

We have shown that IVM exposure alters the expression of genes that are likely to function in the *B*. *malayi* female reproductive system. Through several biological pathways, genes involved in meiosis were particularly affected. These findings provide some insight into the mechanisms involved in IVM-induced reduction in mf output and impaired fertility, embryogenesis, and larval development and the transcriptomic dataset provides important experimental avenues to pursue the mechanism by which IVM sterilizes worms. This is also the first report of IVM exposure having an effect on oxidative phosphorylation at the transcript level, a metabolic pathway believed to be vital for nematodes.

## Supporting Information

S1 Table Pairwise comparisons of differentially expressed genes. The table shows the DE genes at each time point for comparisons between treated groups (100 nM, 300 nM, or 1 μM) and untreated groups at either 24 h, 48 h, 72 h, or 5 d IVM exposure for both studies.
(XLSX) Click here for additional data file.

S2 Table Gene ontology enrichment tables for pairwise comparisons. Tables containing top enriched GO terms at 300 nM IVM exposure for 48 h vs untreated (A), 1 μM IVM exposure for 48 h vs untreated (B), 300 nM IVM exposure for 5 d vs untreated (C), and 1 μM IVM exposure for 5 d vs untreated (D).
(DOCX) Click here for additional data file.

S3 Table Common dispersion and biological coefficients of variation (BCV) values for RNA-seq studies. Common dispersion and BCV values were calculated using the edgeR Bioconductor package (Version 3.12.0).
(DOCX) Click here for additional data file.

S4 Table Enriched RNA interference phenotypes associated with down-regulated genes involved in reproduction. A hypergeometric test was performed to determine which phenotypes were significantly enriched when compared with their overall occurrence in the *C*. *elegans* RNAi dataset in Wormbase. P-values were corrected for multiple testing using Benjamini-Hochberg method (1995) with a level of significance of q<0.05.
(XLSX) Click here for additional data file.

S1 Fig **(a-g) Biological coefficient of variation (BCV) vs read abundance (counts per million) for different pairwise comparisons.** Tagwise BCV values are plotted against the average log CPM values for each pairwise comparison performed in both studies.
(DOCX) Click here for additional data file.

# Supplementary material for: The Effects of Ivermectin on Brugia malayi Females In Vitro: A Transcriptomic Approach
**Source:** PLoS Negl Trop Dis. 2016 Aug 16;10(8):e0004929. doi: 10.1371/journal.pntd.0004929
**Supplement:** S2 Table — Tables containing top enriched GO terms at 300 nM IVM exposure for 48 h vs untreated (A), 1 μM IVM exposure for 48 h vs untreated (B), 300 nM IVM exposure for 5 d vs untreated (C), and 1 μM IVM exposure for 5 d vs untreated (D).

**S2a Table. Gene Ontology enrichment analysis of top 15 biological processes at 300 nM IVM exposure for 48 hours.**

| **Gene Ontology Term*** | **GO Identity** | **Observed** | **Reference** | **Ratio of Enrichment** | **FDR value**** |
| --- | --- | --- | --- | --- | --- |
| establishment of meiotic spindle orientation | GO:0051296 | 2 | 5 | 56.32 | 0.0345 |
| centrosome and pronuclear rotation | GO:0035047 | 2 | 6 | 46.93 | 0.0345 |
| regulation of tube size | GO:0035150 | 2 | 7 | 40.23 | 0.0345 |
| meiotic spindle organization | GO:0000212 | 2 | 8 | 35.2 | 0.0356 |
| establishment of meiotic spindle localization | GO:0051295 | 2 | 9 | 31.29 | 0.0356 |
| epithelial cell development | GO:0002064 | 2 | 9 | 31.29 | 0.0356 |
| epithelial cell differentiation | GO:0030855 | 2 | 10 | 28.16 | 0.0356 |
| regulation of ARF protein signal transduction | GO:0032012 | 2 | 11 | 25.6 | 0.0356 |
| ARF protein signal transduction | GO:0032011 | 2 | 11 | 25.6 | 0.0356 |
| energy reserve metabolic process | GO:0006112 | 2 | 12 | 23.46 | 0.0356 |
| glucan metabolic process | GO:0044042 | 2 | 12 | 23.46 | 0.0356 |
| cellular glucan metabolic process | GO:0006073 | 2 | 12 | 23.46 | 0.0356 |
| glycogen metabolic process | GO:0005977 | 2 | 12 | 23.46 | 0.0356 |
| establishment of spindle orientation | GO:0051294 | 3 | 34 | 12.42 | 0.0356 |
| locomotion | GO:0040011 | 22 | 1665 | 11.83 | 0.0356 |

*Analysis performed using Web-Based Gene Set Analysis Toolkit (WebGestalt). **Statistical method: Hypergeometric; p value adjusted by multiple test adjustment.

**S2b Table. Gene Ontology enrichment analysis of top 15 biological processes at 1 µM IVM exposure for 48 hours.**

| **Gene Ontology Term*** | **GO Identity** | **Observed** | **Reference** | **Ratio of Enrichment** | **FDR value*** |
| --- | --- | --- | --- | --- | --- |
| translation | GO:0006412 | 11 | 324 | 8.3 | 8.87E-06 |
| cellular macromolecule biosynthetic process | GO:0034645 | 14 | 1183 | 2.89 | 0.0073 |
| macromolecule biosynthetic process | GO:0009059 | 14 | 1186 | 2.89 | 0.0073 |
| gene expression | GO:0010467 | 15 | 1384 | 2.65 | 0.0109 |
| cellular biosynthetic process | GO:0044249 | 14 | 1457 | 2.35 | 0.0511 |
| organic substance biosynthetic process | GO:1901576 | 14 | 1478 | 2.32 | 0.0511 |

*Analysis performed using Web-Based Gene Set Analysis Toolkit (WebGestalt). **Statistical method: Hypergeometric; p value adjusted by multiple test adjustment.

**S2c Table. Gene Ontology enrichment analysis of top molecular processes at 300 nM IVM exposure for 5 days.**

| **Gene Ontology Term*** | **GO Identity** | **Observed** | **Reference** | **Ratio of Enrichment** | **FDR value*** |
| --- | --- | --- | --- | --- | --- |
| fatty-acyl-CoA binding | GO:0000062 | 2 | 10 | 70.3 | 0.0057 |
| structural constituent of cuticle | GO:0042302 | 6 | 161 | 13.1 | 0.0002 |
| structural molecule activity | GO:0005198 | 6 | 456 | 4.62 | 0.0165 |

*Analysis performed using Web-Based Gene Set Analysis Toolkit (WebGestalt). **Statistical method: Hypergeometric; p value adjusted by multiple test adjustment.

**S2d Table. Gene Ontology enrichment analysis of top 15 biological processes at 1 µM IVM exposure for 5 days.**

| **Gene Ontology Term*** | **GO Identity** | **Observed** | **Reference** | **Ratio of Enrichment** | **FDR value**** |
| --- | --- | --- | --- | --- | --- |
| double-strand break repair via nonhomologous end joining | GO:0006303 | 2 | 4 | 32.72 | 0.0228 |
| cytokinesis, completion of separation | GO:0007109 | 2 | 4 | 32.72 | 0.0228 |
| cytokinetic cell separation | GO:0000920 | 2 | 5 | 26.17 | 0.0305 |
| non-recombinational repair | GO:0000726 | 2 | 5 | 26.17 | 0.0305 |
| cytokinetic process | GO:0032506 | 3 | 8 | 24.54 | 0.0059 |
| nuclear-transcribed mRNA catabolic process, nonsense-mediated decay | GO:0000184 | 3 | 9 | 21.81 | 0.008 |
| intra-Golgi vesicle-mediated transport | GO:0006891 | 2 | 6 | 21.81 | 0.0367 |
| double-strand break repair | GO:0006302 | 3 | 11 | 17.85 | 0.0126 |
| polar body extrusion after meiotic divisions | GO:0040038 | 3 | 12 | 16.36 | 0.016 |
| regulation of DNA metabolic process | GO:0051052 | 4 | 17 | 15.4 | 0.005 |
| cytokinesis after meiosis | GO:0033206 | 3 | 13 | 15.1 | 0.0197 |
| female meiosis | GO:0007143 | 3 | 15 | 13.09 | 0.0228 |
| nuclear-transcribed mRNA catabolic process | GO:0000956 | 3 | 17 | 11.55 | 0.028 |
| organelle organization | GO:0006996 | 21 | 687 | 10.5 | 0.0259 |
| collagen and cuticulin-based cuticle development | GO:0040002 | 9 | 107 | 5.5 | 0.0032 |

*Analysis performed using Web-Based Gene Set Analysis Toolkit (WebGestalt). **Statistical method: Hypergeometric; p value adjusted by multiple test adjustment.

# Supplementary material for: The Effects of Ivermectin on Brugia malayi Females In Vitro: A Transcriptomic Approach
**Source:** PLoS Negl Trop Dis. 2016 Aug 16;10(8):e0004929. doi: 10.1371/journal.pntd.0004929
**Supplement:** S3 Table — Common dispersion and BCV values were calculated using the edgeR Bioconductor package (Version 3.12.0).

S3 Table. Common Dispersion Values and Biological Coefficients of Variation (BCV) for RNA-seq Studies

|  | Pairwise Comparison | Common Dispersion | BCV |
| --- | --- | --- | --- |
| First Study | IVMT2 vs CtrlT2 | 0.02846000 | 0.1687000 |
|  | IVMT3 vs CtrlT3 | 0.04423981 | 0.2103326 |
|  | IVMT4 vs CtrlT4 | 0.07267216 | 0.2695777 |
| Second Study | IVM1T2 vs CtrlT2 | 0.12232850 | 0.3497549 |
|  | IVM2T2 vs CtrlT2 | 0.09236958 | 0.3039236 |
|  | IVM1T3 vs CtrlT3 | 0.02304176 | 0.1517951 |
|  | IVM2T3 vs CtrlT3 | 0.03223106 | 0.1795301 |

# Supplementary material for: The Effects of Ivermectin on Brugia malayi Females In Vitro: A Transcriptomic Approach
**Source:** PLoS Negl Trop Dis. 2016 Aug 16;10(8):e0004929. doi: 10.1371/journal.pntd.0004929
**Supplement:** S1 Fig — (a-g) Biological coefficient of variation (BCV) vs read abundance (counts per million) for different pairwise comparisons. Tagwise BCV values are plotted against the average log CPM values for each pairwise comparison performed in both studies.

**S1 (a-g) Figures. Biological Coefficient of Variation (BCV) vs Read Abundance (counts per million) for different pairwise comparisons**

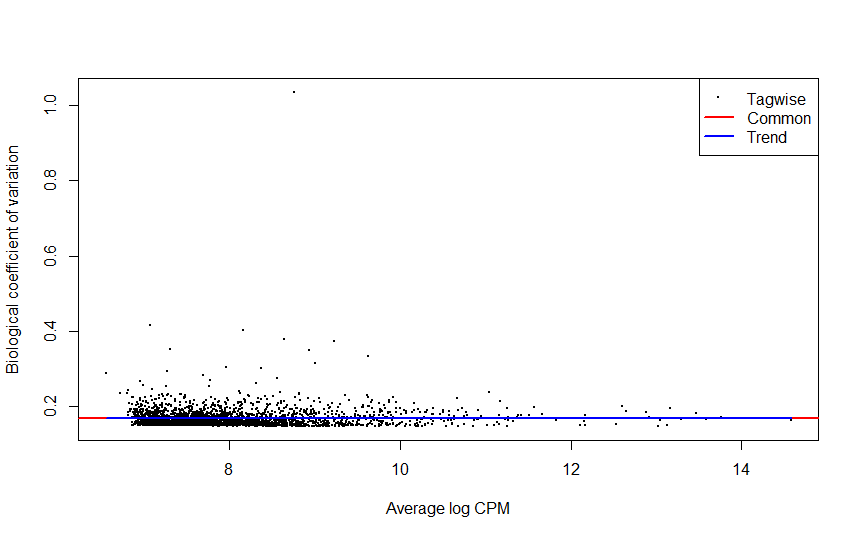

**S1a Fig. BCV Plot for IVM T2 vs Ctrl T2.** Tagwise BCV values are plotted against the average log CPM values. The red line shows the common BCV towards which the transcript-wise estimates (black dots) are 'squeezed' by the edgeR algorithm.

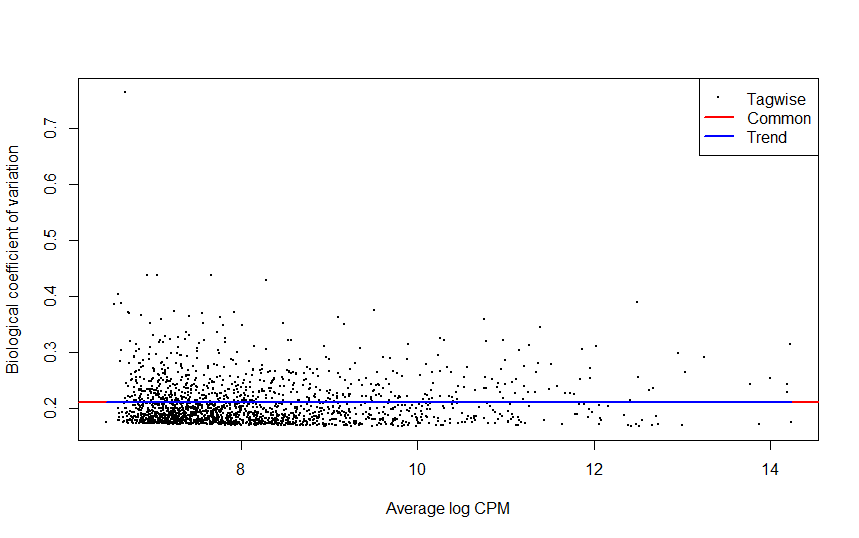

**S1b Fig. BCV Plot for IVM T3 vs Ctrl T3**. Tagwise BCV values are plotted against the average log CPM values. The red line shows the common BCV towards which the transcript-wise estimates (black dots) are 'squeezed' by the edgeR algorithm.

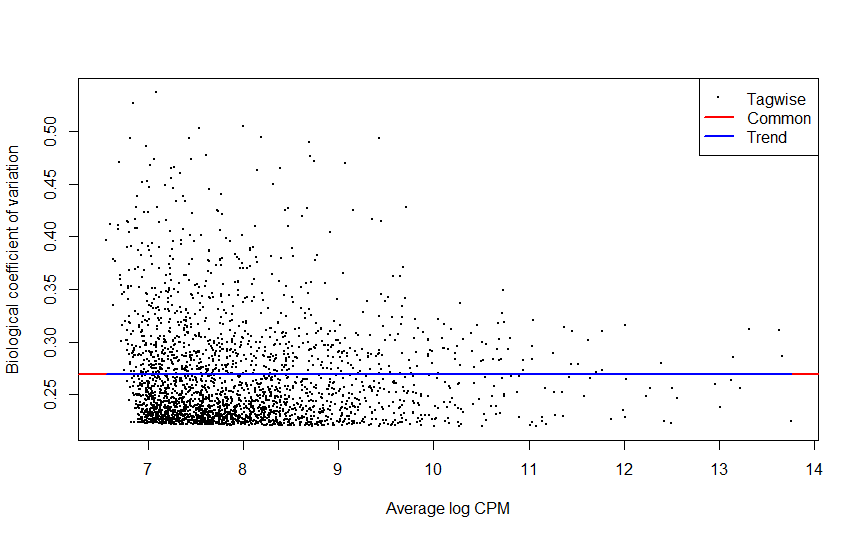

**S1c Fig. BCV Plot for IVM T4 vs Ctrl T4**. Tagwise BCV values are plotted against the average log CPM values. The red line shows the common BCV towards which the transcript-wise estimates (black dots) are 'squeezed' by the edgeR algorithm.

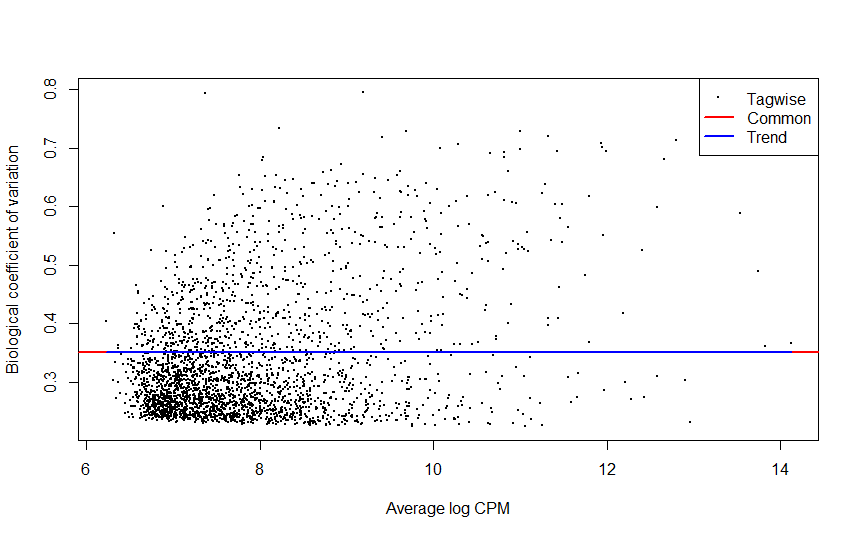

**S1d Fig. BCV Plot for IVM1T2 vs Ctrl T2.** Tagwise BCV values are plotted against the average log CPM values. The red line shows the common BCV towards which the transcript-wise estimates (black dots) are 'squeezed' by the edgeR algorithm.

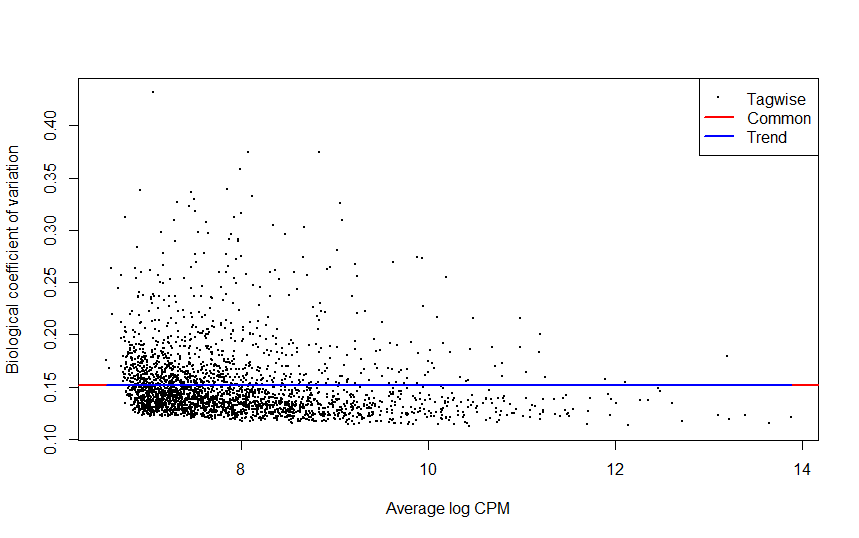

**S1e Fig. BCV Plot for IVM2 T2 vs Ctrl T2.** Tagwise BCV values are plotted against the average log CPM values. The red line shows the common BCV towards which the transcript-wise estimates (black dots) are 'squeezed' by the edgeR algorithm.

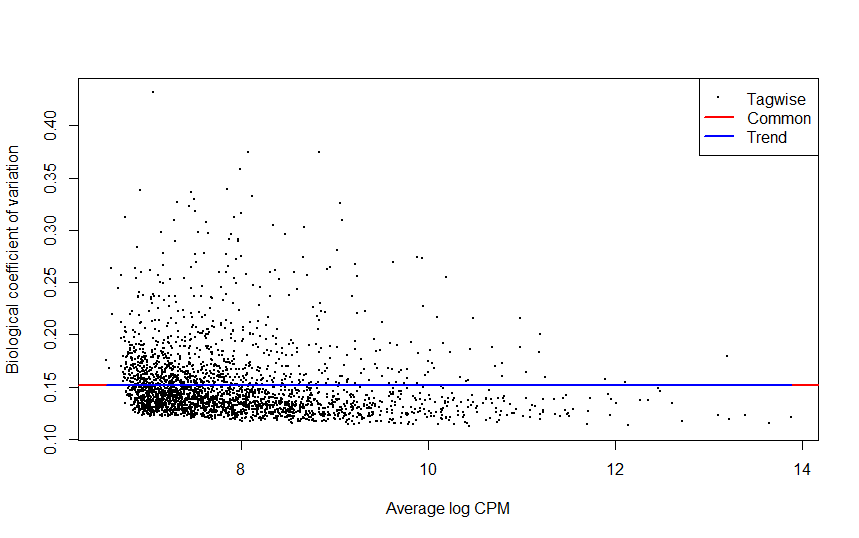

**S1f Fig. BCV Plot for IVM1 T3 vs Ctrl T3.** Tagwise BCV values are plotted against the average log CPM values. The red line shows the common BCV towards which the transcript-wise estimates (black dots) are 'squeezed' by the edgeR algorithm.

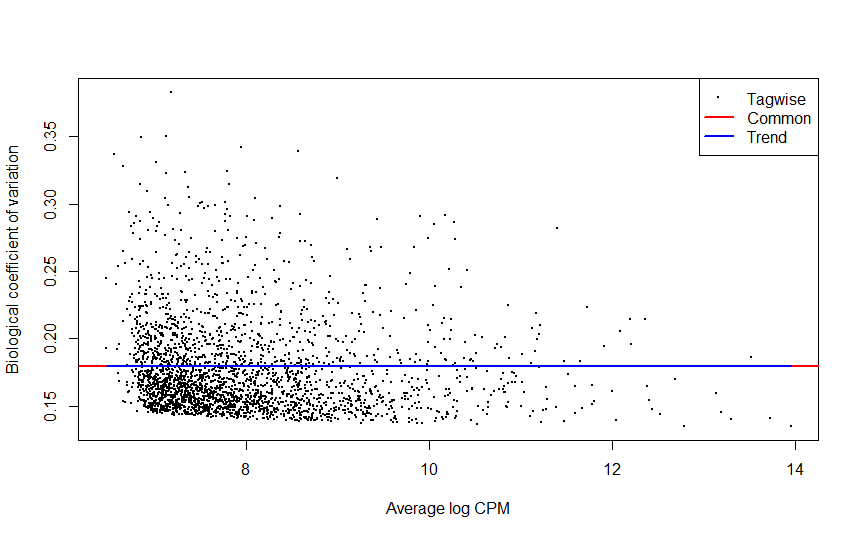

**S1g Fig. BCV Plot for IVM2 T3 vs Ctrl T3.** Tagwise BCV values are plotted against the average log CPM values. The red line shows the common BCV towards which the transcript-wise estimates (black dots) are 'squeezed' by the edgeR algorithm.

How the deposited data were processed for this re-analysis (not part of the article)

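The data of the second study are gene counts from adult B. malayi females kept in culture without drug or with IVM at 300 nM or 1 μM and collected after 48 h or 5 days. The authors deposited 1 table with 17 libraries of this study and 12037 genes, in the unit count, that is, whole numbers from HTSeq-count that had not been normalized. By the paper's account, worms from 3 jirds were randomly assigned to groups of 10, poly(A) mRNA was prepared from 5 to 8 worms of a group, and libraries were sequenced on a MiSeq. The authors prepared reads with Fastq Groomer, FastQC, Fastq Quality Trimmer and Trim Galore, aligned them with Tophat2 to the WormBase WS243 genome and counted them with HTSeq-count in union mode with defaults. They called DE genes in edgeR 3.10.5 through NetworkAnalyst with TMM, tagwise dispersion and the exact test at an FDR under 0.20. Reads were not processed again here. The paper gives paired-end and the library labels single-end sequencing, so a count stands for a read or a pair. No genome came with the data, and gene names were taken from the reference table of assembly B_malayi-4.0, which holds 9317 of the 12037 identifiers (77.4%) and was used for names only.

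Library totals ran from 986138 to 3091177 counts. At the smallest total, 1 CPM is about 1 count, so genes under 10 CPM rest on a handful of counts per library. Ratios on 1 to 3 counts are given with 95% counting intervals, and a group without counts is given a limit of 3 counts over the group. Shares of counts have exact binomial 95% intervals. All of these cover counting error only. The 16 pairs of replicates were compared with counting error. None was identical, and chi-square per degree of freedom lay between 3.07 and 51.4, so the replicates vary by more than counting.

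Groups were compared in R 4.3.3 with edgeR 4.0.16. Each comparison used its own libraries, TMM factors, genes with at least 10 counts summed over these libraries, the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested, and a gene was called at an FDR under 0.20. The standard error of a log2 fold-change is its size divided by the square root of its F statistic. Comparisons were 300 nM and 1 μM against untreated worms at each time, 1 μM against 300 nM at each time, and the interaction of time and exposure at each concentration. The libraries, these comparisons and their tests were set before the data were examined, as were the alternatives, which were the exact test with and without the filter, DESeq2 1.42.0, RLE factors, filterByExpr, no filter on low counts, the replicate letter as a block, all 6 groups with counts in 1 fit, an FDR under 0.05, and each library left out in turn. Added after seeing the data were the exact test with the common dispersion for all genes, the exact test with each library left out, and tests of genes with ribosomal protein (rpl and rps) and collagen (col) symbols with camera (inter-gene correlation 0.01) and fry in limma 3.58.1. The ranges of FDR beside a gene cover all alternatives run for it except the block by letter.

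Genes were reported singly under a rule set with the comparisons. It takes the genes that the paper names for the second study, the most changed gene of a comparison where the paper ranks it, looked up in S1 Table when the text gives no identifier, and in each comparison the 3 called genes with the largest rise and the 3 with the largest fall whose groups do not overlap. Bm1933 was added because S1 Table gives it as merged into Bm9537. Bm3538 was called but fell outside this rule and is named because its value was seen. The ribosomal protein and collagen lists are the genes with these annotations in S1 Table, given as medians and as numbers of genes called, over all genes and over the list alone, without a set test, since no table of product names for all genes was at hand and the authors chose S1 Table on these libraries. The overlap of the 2 concentrations and the correlation of their fold-changes were set against 25 simulations of unchanged groups that share the untreated libraries, with genes drawn independently. The spread of each gene was taken over all groups of a time point, exposed ones included. These simulations called more genes than the real data at 48 h and cannot serve as a chance level there. The simulation was rebuilt once after its first values were seen, since the first form left out the error of the untreated mean and gave correlations near 0.

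The steps were tested on simulated data with the group sizes of the study, in which 200 genes changed by 2 on the log2 scale. With 1 dispersion per gene over all groups, the quasi-likelihood test recovered 90.0% and 90.5% of them for 300 nM and 1 μM against untreated worms at 48 h, 95.0% and 87.5% at 5 days, and 94.0% and 88.0% for 1 μM against 300 nM at 48 h and at 5 days. This leaves out the wider spread at 48 h. With the dispersions of each time point, chosen after the results were seen, it recovered 75.0% and 87.5% at 48 h, 99.0% and 94.0% at 5 days, and 83.5% and 94.5% for 1 μM against 300 nM. For the interaction of time and exposure, 1 dispersion per gene over all groups gave 71.5% at 300 nM and 67.0% at 1 μM, and the dispersions of each time point 68.0% and 59.5%. All these shares are for changed genes drawn only among the more abundant ones, without a library that differed from its group as a whole. They do not extend to genes with low counts or to such libraries.

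The study of 100 nM was not analysed here, nor were the worms collected before exposure in the second study, so the comparison of cultured with uncultured worms was not made. The enrichment of GO terms was not computed, because S2 Table gives no gene lists.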

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

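Chosen only after the results were seen were the exact test with the common dispersion and the exact test with a library left out. The cause of the changes below was not tested. Changing the test moved the numbers of genes called. In the 300 nM comparison at 48 h, where the quasi-likelihood test called 0 genes (1098 at unadjusted p under 0.05), the exact test called 99, the exact test without filter 65 and DESeq2 76. In the 1 μM comparison at 48 h these and every other setting chosen beforehand called 0 with all libraries (372 at unadjusted p under 0.05). After 5 days at 300 nM, against 0 by the quasi-likelihood test (353 at unadjusted p under 0.05), the exact test called 11, the exact test without filter 10, DESeq2 2 and the quasi-likelihood test without filter 31. After 5 days at 1 μM, against 5, they called 273, 216, 112 and 249, with 53 under filterByExpr, 0 with all groups in 1 fit and 0 at an FDR under 0.05. For 1 μM against 300 nM at 5 days, against 0 (656 at unadjusted p under 0.05), they called 35, 19, 1 and 114. DESeq2 called 11 genes in the interaction at 300 nM. RLE factors left every one of these counts as it was. The number of genes called in any comparison, 5, was 336 by the exact test, 263 by the exact test without filter, 170 by DESeq2, 53 under filterByExpr, 262 without filter, 0 with all groups in 1 fit and 0 at an FDR under 0.05. Genes called at both concentrations at 5 days numbered 7, 5 and 18 by the exact test, the exact test without filter and the quasi-likelihood test without filter. The exact test with the common dispersion called 1011, 135, 69 and 415 genes in the 4 comparisons with untreated worms, 1 and 219 for 1 μM against 300 nM, 1343 in any comparison, and 97 and 35 at both concentrations at 48 h and 5 days.

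Taking the replicate letter as a block gave 267 genes at 1 μM for 5 days and in any comparison, and 0 in the other comparisons by the quasi-likelihood test. It gave a BCV of 0.204 at 300 nM for 5 days and a collagen median of 0.27 at 1 μM for 5 days. No 1 μM library of letter C exists at 5 days, so that block fit rests on letters A and B. It leaves very little from which to estimate the spread, which makes its 267 calls uncertain. Libraries of a letter share only that letter. After the group means were removed, libraries of the same letter correlated from -0.74 to 0.32 over the comparisons, with no comparison in which all pairs exceeded 0.1, so the letters were not taken as pairs.

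Leaving out 1 library gave 0 to 1692 genes at 300 nM for 48 h (the highest without 300 nM replicate A, and 599 without 300 nM replicate C), 0 to 1000 at 1 μM for 48 h (without 1 μM replicate C), 0 to 18 at 300 nM for 5 days (without 300 nM replicate B) and 0 to 864 at 1 μM for 5 days (without 1 μM replicate A, and 0 without untreated replicate A or B). For 1 μM against 300 nM it gave 0 to 0 at 48 h and 0 to 379 at 5 days (without 1 μM replicate A, and 72 without 300 nM replicate B), and for the interaction 0 to 1601 at 300 nM (without 300 nM 48 h replicate A) and 0 to 0 at 1 μM. With the exact test the ranges were 0 (without untreated replicate A or B) to 2152 (without 300 nM replicate A) at 300 nM for 48 h, 0 to 1318 (without 1 μM replicate C) at 1 μM for 48 h, 2 (without 300 nM replicate A) to 32 (without 300 nM replicate B) at 300 nM for 5 days, and 21 (without untreated replicate A) to 945 (without 1 μM replicate A) at 1 μM for 5 days. They were 0 to 1 (without 1 μM replicate B) and 0 (without 300 nM replicate C) to 508 (without 1 μM replicate A) for 1 μM against 300 nM. Genes called at both concentrations by the quasi-likelihood test numbered 0 to 0 at 48 h and 0 to 1 at 5 days (without untreated replicate C), and by the exact test they were not counted with a library left out. The correlation between concentrations, 0.638 at 48 h and 0.395 at 5 days, ran from 0.200 (without 1 μM replicate A) to 0.737 (without untreated replicate A) at 48 h and from 0.283 (without 300 nM replicate B) to 0.548 (without untreated replicate C) at 5 days. The BCV ran from 0.152 to 0.406 and from 0.185 to 0.359 at 48 h for 300 nM and 1 μM, and from 0.165 to 0.188 and from 0.171 to 0.225 at 5 days. The number of genes called in any comparison was not computed with a library left out.

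Among the medians of gene lists, the ribosomal list at 1 μM for 48 h went from 1.21 to -0.043 without 1 μM replicate A and at most 1.63. The collagen list at 300 nM for 5 days went from -0.10 to 0.052 without untreated replicate B and at lowest -0.25, that at 1 μM for 48 h ran from 0.44 to 1.74, and that at 1 μM for 5 days from 0.14 to 0.53, with 0.35 under RLE and 0.27 under filterByExpr. The genes detected per group fell to 8735, 8276 and 8437 (untreated, 300 nM and 1 μM at 48 h) and 8611, 8237 and 8049 (5 days) at 5 counts or more, and were 11192, 10999, 11085, 11104, 10860 and 10439 when 1 count in any library of the group sufficed. With a library left out, they were 10062 to 10463, 9969 to 10258, 10107 to 10258, 10121 to 10324, 9877 to 10053 and 9784 to 9889.

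For the 53 pairs of a named gene and a comparison, a gene not called by the quasi-likelihood test was called in 27 pairs by the exact test, 23 by the exact test without filter, 16 by DESeq2, 24 without filter, 3 under filterByExpr, 9 with the block and 43 with the common dispersion, in each case in the same direction. RLE factors changed none of the 53. With a library left out, 58 values became calls and 8 lost the call, each of these without untreated replicate A or B at 1 μM for 5 days. All groups in 1 fit lost the call in 4 pairs. The direction changed in 6 cases, given with the range over libraries left out. These were Bm9776 at 1 μM for 5 days, from -0.0074 without 1 μM replicate B to 1.81, and Bm10539, from -0.29 to 1.80, and Bm14080, from -0.052 to 1.73, at 1 μM for 48 h, with the lowest values without 1 μM replicate A. Bm1710 ran at 1 μM for 48 h from -0.19 to 0.12 without untreated replicate B (0.070 without 1 μM replicate C), and for 5 days from -1.31 to 0.089 without untreated replicate B.

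At 5 days, fits without a 1 μM library assume that the lone remaining one varies like the other libraries of the fit. These are the untreated ones, the 300 nM ones where the 2 concentrations are compared, and those of the other groups in the interaction. Not run were the comparisons of untreated with uncultured worms and their alternatives, the seventh group in the fit of all groups, and fry on the lists from S1 Table.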

Differences from the paper's values

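Chosen only after the values were seen were the common dispersion in the exact test and the exact test with a library left out.

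The paper reports for 300 nM at 48 h a total of 132 DE genes, 14 up-regulated and 118 down-regulated, and the quasi-likelihood test called 0 (1098 at unadjusted p under 0.05). The exact test, chosen beforehand, gave 99, with 13 up and 86 down, and closed the gap to within 1.5 times. The exact test without filter (65) and DESeq2 (76) did not, nor did RLE, filterByExpr, no filter, the block and the fit of all groups, which each called 0. The exact test called 95 of the paper's genes, the exact test without filter 65 and DESeq2 75. The common dispersion, chosen after seeing the values, gave 1011 genes and did not close it, with 130 of the paper's 132 among them, so it drops 2. With a library left out, the quasi-likelihood test called 131 of the paper's genes without 300 nM replicate A and 129 without 300 nM replicate C. With the exact test they were 132, 100 and 132 without 300 nM replicate A, B and C and 11 without untreated replicate C.

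The paper reports for 1 μM at 48 h a total of 147 DE genes, 136 up-regulated and 11 down-regulated, and the quasi-likelihood test called 0 (372 at unadjusted p under 0.05), as did the exact test, DESeq2 and every other setting chosen beforehand with all libraries. The common dispersion gave 135, with 123 up and 12 down, which closes the gap, was chosen after seeing the values and drops 16 of the paper's 147. Without 1 μM replicate C, the quasi-likelihood test called 132 of the paper's genes among 1000, and the exact test 141 among 1318. The exact test called 2 of them without 1 μM replicate A.

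The paper reports for 300 nM at 5 days a total of 68 DE genes, 24 up-regulated and 44 down-regulated, and the quasi-likelihood test called 0 (353 at unadjusted p under 0.05). No setting chosen beforehand closed the gap, with 11 by the exact test, 10 by the exact test without filter, 2 by DESeq2, 31 without filter and 0 under the others, and these called 11, 10, 2 and 30 of the paper's genes. The common dispersion gave 69, with 24 up and 45 down, which closes it, was chosen after seeing the values and drops 0 of the paper's 68. With a library left out, the quasi-likelihood test called 1, 2 and 2 of the paper's genes without untreated replicate A, B and C and 14 without 300 nM replicate B. With the exact test they were 5, 10 and 6 without these untreated replicates and 2, 23 and 8 without 300 nM replicate A, B and C.

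The paper reports for 1 μM at 5 days a total of 271 DE genes, 74 up-regulated and 197 down-regulated, and the quasi-likelihood test called 5, with 1 up and 4 down. The exact test (273, 73 and 200), the quasi-likelihood test without filter (249, 64 and 185) and the letter as a block (267, 51 and 216) closed all 3 gaps. The exact test without filter closed those of the total (216) and the down-regulated genes (172) but not that of the up-regulated ones (44). DESeq2 (112), filterByExpr (53), RLE (5), the fit of all groups (0) and an FDR under 0.05 (0) closed none. The common dispersion, chosen after seeing the values, closed the gap of the up-regulated genes (103) but not those of the total (415) and the down-regulated ones (312), and drops 37 of the paper's 271. Of the paper's genes, the exact test called 265, the exact test without filter 216, the quasi-likelihood test without filter 218, DESeq2 110 and filterByExpr 53. The block called 153 of them and 114 genes that the paper does not list. Its fit rests on letters A and B only and leaves very little from which to estimate the spread. The quasi-likelihood test called 40 of the paper's genes without untreated replicate C, 203 without 1 μM replicate A and 29 without 1 μM replicate B. With the exact test they were 21, 62 and 173 without untreated replicate A, B and C and 210 and 68 without 1 μM replicate A and B.

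For the second study as a whole, the paper reports 535 DE genes, against 5 here, and no alternative closed the gap, with 336 by the exact test, 263 by the exact test without filter, 170 by DESeq2, 262 without filter, 53 under filterByExpr, 267 with the block, 5 with RLE and 0 in the fit of all groups or at an FDR under 0.05. The common dispersion, chosen after seeing the values, gave 1343. The paper reports 66 genes at both concentrations, against 0 here. The exact test (44) closed the gap, and the exact test without filter (26), DESeq2 (20), the quasi-likelihood test without filter (18) and the others (0) did not, nor did the common dispersion (256). At 48 h alone, the paper reports 3 genes at both concentrations, against 0 here and under every setting chosen beforehand, and 97 with the common dispersion. At 5 days, the paper reports 18 against 0 here, and the test without filter (18) closed the gap, while the exact test (7), the exact test without filter (5), DESeq2 (0) and the common dispersion (35) did not. Without untreated replicate C the quasi-likelihood test called 1 gene at both.

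The lists of S1 Table themselves hold 68 genes for both concentrations, 4 at 48 h and 20 at 5 days, beside the 66, 3 and 18 of the paper's text. The text has Bm11024 and Bm11095 up-regulated at 300 nM for 5 days, while S1 Table and the counts have both lower (here -0.84 and -1.25 on the log2 scale). The text names Bm3187 as the most down-regulated gene at 300 nM for 48 h, while S1 Table gives Bm13368 a lower fitted value. Bm13368 had 0 counts against 18, at least 3.82-fold lower, and Bm3187 1 against 31, so the counts do not rank the 2. S1 Table gives a gene merged into Bm9537 at 300 nM for 48 h, and in the counts Bm1933 had -1.07 and Bm9537 -0.78. The largest count of a gene, 27507 in the paper's text, was 27507 here among libraries exposed to IVM, but 38771 when untreated libraries are included.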

Other observations

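Chosen only after the result was seen were the tests of exchanged libraries, of exposure and of 1 library behind the BCV, those of the order and direction of the S1 Table lists, that of ribosomal proteins without 1 μM replicate A, the other splits at 300 nM for 48 h and under the exact test, and the tests of genes by symbol.

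Of the 9 libraries at 48 h, 2 lay apart from the rest. The log2 CPM of 300 nM replicate C correlated with the untreated mean at 0.846 and that of 1 μM replicate A at 0.921, against 0.966 to 0.980 for the other 7. Library size and a few abundant genes are argued against, since the pair stayed apart under each. The higher of their correlations was 0.910 (others at least 0.963) with all libraries thinned to the same total and 0.917 (others at least 0.964) without the 100 most abundant genes. An exchange of 1 of the pair with a library of another group analysed here is argued against as well. The pair correlated with each other at 0.933, but with no other library of another group above 0.893, while replicates among the other libraries correlated at 0.928 or more. Other sources stay open. An exchange of both with the 2 libraries of 1 μM at 5 days is not excluded, since it would keep the pair together, and the lowest correlation of these with the 48 h group they would come from was 0.907 in the closer way. Ribosomal RNA left in the libraries stays open too. The 3 genes annotated as such took 0.501% and 0.685% of the counts of the pair and at most 0.176% elsewhere, and without them the higher correlation was 0.921, but 3 genes are too few to move it. Exposure to IVM and a source unrelated to it cannot be told apart either. On the first principal component, 300 nM replicate C scored 96.3 and 1 μM replicate A 54.1. The other 4 exposed libraries at 48 h ran from -33.8 to 5.50 and the untreated ones from -20.9 to -11.6. No untreated library thus lay with the pair, but neither did the other exposed ones. The quality of the RNA, gene length bias, the age or condition of the worms in a dish and a library from outside the groups analysed here were not tested and remain open.

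The BCV was higher at 48 h than at 5 days, and whether 1 library in each comparison accounts for it stays open. Without the library that lay apart, the BCV at 48 h was 0.152 at 300 nM and 0.185 at 1 μM. At 5 days it was 0.180 and 0.204 with all libraries, and 0.165 without 300 nM replicate B and 0.171 without 1 μM replicate B, the lowest with a library left out. On the latter scale the value at 48 h was lower than at 5 days at 300 nM and higher at 1 μM. Leaving out the library that deviates most lowers the BCV in any comparison, and the libraries were chosen from these same data.

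S1 Table lists mostly lower genes at 300 nM for 48 h and mostly higher ones at 1 μM, and different dispersion estimates behind the lists may contribute. Among as many genes with the smallest p in an exact test with the common dispersion, 143 of the paper's 147 genes at 1 μM for 48 h and 67 of its 68 at 300 nM for 5 days were found, against 82 and 42 with tagwise dispersion. The reverse held at 300 nM for 48 h, with 44 of 132 against 114, and at 1 μM for 5 days, with 193 of 271 against 264, which argues against the common dispersion for those lists. With the common dispersion at 300 nM for 48 h, 664 genes were called higher and 347 lower. All lists were made on the libraries tested here.

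Ribosomal protein genes were higher at 1 μM for 48 h, and 1 μM replicate A alone is a candidate explanation. Without it, the median log2 fold-change of the 72 genes with such symbols was -0.092, with 11 higher and 61 lower, against 0.39 with all libraries. At 300 nM for 48 h the median was 0.87 and 0.24 without 300 nM replicate C. At 5 days it was 0.088 at 300 nM and 6.9e-04 without 300 nM replicate B. At 1 μM for 5 days it was 0.31 and 0.040 without 1 μM replicate B. RLE factors changed no sign. The gene set test camera, which assumes a correlation between genes of 0.01, gave a Benjamini-Hochberg adjusted p of at most 2.53e-05 for all 4 comparisons, and fry, which takes the correlation from the libraries, gave at least 0.403 for all 4, so no call of camera holds under fry. For the 11 or 12 genes with collagen symbols, medians at 48 h were 0.83 at 300 nM and 0.83 at 1 μM. They fell to 0.42 without 300 nM replicate C and to 0.35 without 1 μM replicate A. The medians at 5 days were -0.070 at 300 nM and 0.34 at 1 μM, the latter 0.20 without untreated replicate A. At 300 nM for 5 days, the median was 0.15 without untreated replicate B, and camera gave an adjusted p of 0.701, against at most 0.00436 for the others (Benjamini-Hochberg). fry gave at least 0.403 for each (Benjamini-Hochberg).

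The paper does not report the collagens as a group at 1 μM for 48 h. Of the 26 tested, 21 were higher and 5 lower, with a median log2 fold-change of 1.30 (0.44 without 1 μM replicate A), 16 had an unadjusted p under 0.05, and the quasi-likelihood and exact tests called 0. The medians per library were 2.05, 0.80 and -0.23 for replicate A, B and C. Bm14080 (Bma-emo-1.1) had a log2 fold-change of 1.28 (SE 0.60) at 1 μM for 48 h and of -0.052 without 1 μM replicate A, with an FDR of 0.902 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a range over the alternatives from 0.151 to 1.00.

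The 421 genes that S1 Table lists at 100 nM for 48 h, from the first study, moved mostly the opposite way at 48 h in the second. The listed direction was shared by 15.3% of those tested at 300 nM and 17.9% at 1 μM for 48 h, and by 63.2% and 44.9% at 5 days. The shares at 48 h rested on the pair of libraries that lay apart, with 49.6% without 300 nM replicate C and 60.1% without 1 μM replicate A. Per library they were 5.45% in 300 nM replicate C, 7.18% in 1 μM replicate A and 78.5% in 1 μM replicate C. A response to IVM shared by the 2 studies and its absence cannot be told apart on these values, since the first study was not analysed here and the share depends on single libraries.

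Other splits of the same libraries were tried for the comparisons of 3 against 3. There are 10 such splits, so chance cannot be excluded whatever they give, and where the real split called 0 genes every split has as many whatever the data, which says nothing about chance. By the quasi-likelihood test, all 10 splits gave at least the 0 genes of the real one at 300 nM for 48 h (1098 at unadjusted p under 0.05), at 1 μM for 48 h (372), at 300 nM for 5 days (353) and for 1 μM against 300 nM at 48 h (195), with as many as 80 genes in another split at 300 nM for 5 days and 2408 for 1 μM against 300 nM at 48 h. By the exact test, only the real split gave as many as 99 genes at 300 nM for 48 h, 1 of 10. The others gave at most 2. In the 25 simulations of unchanged groups this test called 198 to 380 genes there. At 1 μM for 48 h it called 191 to 368 in the simulations and 0 in the real libraries. The simulations thus lie above the real numbers at 48 h and cannot gauge the 99. All 10 splits gave at least the 0 genes by the exact test at 1 μM for 48 h, with up to 363. At 300 nM for 5 days, 4 of 10 gave at least the 11 genes, with up to 196. For the interaction at 300 nM, all 100 splits drawn gave at least the 0 genes of the real one by the quasi-likelihood test (1075 at unadjusted p under 0.05, and 11 by DESeq2), which likewise says nothing about chance.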
